# Pattern Specification and Immune Response Transcriptional Signatures of Pericardial and Subcutaneous Adipose Tissue

**DOI:** 10.1371/journal.pone.0026092

**Published:** 2011-10-11

**Authors:** Frank H. Lau, Rahul C. Deo, Gregory Mowrer, Joshua Caplin, Tim Ahfeldt, Adam Kaplan, Leon Ptaszek, Jennifer D. Walker, Bruce R. Rosengard, Chad A. Cowan

## Abstract

Cardiovascular disease (CVD) remains the leading cause of morbidity and mortality in the United States. Recent studies suggest that pericardial adipose tissue (PCAT) secretes inflammatory factors that contribute to the development of CVD. To better characterize the role of PCAT in the pathogenesis of disease, we performed a large-scale unbiased analysis of the transcriptional differences between PCAT and subcutaneous adipose tissue, analysing 53 microarrays across 19 individuals. As it was unknown whether PCAT-secreted factors are produced by adipocytes or cells in the supporting stromal fraction, we also sought to identify differentially expressed genes in isolated pericardial adipocytes vs. isolated subcutaneous adipocytes. Using microarray analysis, we found that: 1) pericardial adipose tissue and isolated pericardial adipocytes both overexpress atherosclerosis-promoting chemokines and 2) pericardial and subcutaneous fat depots, as well as isolated pericardial adipocytes and subcutaneous adipocytes, express specific patterns of homeobox genes. In contrast, a core set of lipid processing genes showed no significant overlap with differentially expressed transcripts. These depot-specific homeobox signatures and transcriptional profiles strongly suggest different functional roles for the pericardial and subcutaneous adipose depots. Further characterization of these inter-depot differences should be a research priority.

## Introduction

Cardiovascular disease (CVD) has long been the leading cause of death in the U.S. and the developed world [1]. While efforts to decrease the impact of the major cardiovascular risk factors have yielded modest success, there are indications that CVD mortality rates may rise again because of the epidemic of obesity and obesity-related comorbidities such as diabetes, hypercholesterolemia, and hypertension [2] [3] [4].

The relationship between adipose tissue and disease remains a very active area of study, and efforts have further intensified since the discovery that adipose tissue is an active, multifunctional endocrine organ [5] [6]. In part because of the strong correlation between the size of the visceral adipose tissue (VAT) depot and the incidence of CVD, type 2 diabetes mellitus, and metabolic syndrome, attention has focused on understanding the molecular and functional differences between VAT and subcutaneous adipose tissue (SQAT) [7] [8] [9]. Compared to SQAT, human VAT secretes more interleukin-6 (IL-6), expresses more peroxisome proliferator-activated receptor gamma (PPARγ), and produces less adiponectin [10] [11] [12]. With regards to CVD, IL-6 has been particularly interesting because of its close association to inflammation, obesity, and coronary heart disease [13]. It is also a strong, independent marker for increased mortality in the setting of CAD [14].

Given the depot-specific functions seen in VAT and SQAT, we hypothesized that pericardial adipose tissue (PCAT) may play a distinct physiologic role. Anatomically, PCAT lies between the visceral and parietal pericardium and is therefore distinct from epicardial adipose tissue (EAT) [15]. Using data from the Framingham Heart Study, radiographic studies positively correlated PCAT volume with the incidence of coronary artery calcification, as well as the elevation of several metabolic risk factors [16] [17]. Similar results were found using data from several other patient populations [18] [19] [20] [21]. These studies, while well-designed, provide neither transcriptional nor protein-level insight into the physiology of PCAT. To our knowledge, we are unaware of any studies that did so. In contrast, EAT has been shown to both overexpress and oversecrete inflammatory markers [22] [23] [24] [25].

Given the absence of non-radiographic data regarding the physiology of PCAT, we designed our study to identify transcriptional differences between PCAT and SQAT, and also between isolated pericardial adipocytes (pcAds) and isolated subcutaneous adipocytes (sqAds). Our study revealed that these depots express specific patterns of homeobox genes. We further found that PCAT and pcAds both overexpress atherosclerosis-promoting chemokines. These depot-specific homeobox signatures and transcriptional profiles strongly suggest different functional roles for the pericardial and subcutaneous adipose depots.

## Results

Between June 2009 and March 2010, 19 patients undergoing elective cardiac operations at Massachusetts General Hospital were enrolled in this study. 

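The deposited data hold 54675 probesets of the Affymetrix Human Genome U133 Plus 2.0 array on 50 arrays from 18 patients. There are 15 arrays of pcAds, 13 of sqAds, 11 of PCAT and 11 of SQAT. One patient in the pcAds group and 1 in the sqAds group had 2 arrays, which were averaged, so these groups hold 14 and 12 donors. The values are intensities on the linear scale that the authors had already normalized, and the middle array of each group had a median between 93.7 and 97.6. They were quantile normalized between arrays and taken to log2, and the first principal component was removed as in Methods. Probesets with a ratio below 2 or a difference below 100 between the highest and the lowest array were dropped. Both depots were sampled in the same patient for 8 pairs of isolated adipocytes and 6 pairs of whole tissue. The number of arrays limits the precision of every value.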

From these patients, RNA samples were isolated from SQAT, PCAT, sqAds, and pcAds, of which 53 samples (11 SQAT, 11 PCAT, 15 sqAds, and 16 pcAds) passed quality standards for hybridization to Affymetrix U133A Plus 2.0 microarrays. Using nuclear and lipid stains, we determined that our isolated adipocytes contained 96.7% single-nuclei adipocytes (Fig. S1).

As our primary aim was the identification of depot-specific transcription patterns, we first performed unbiased hierarchical clustering of whole tissue and isolated adipocytes. This showed clustering of samples which were processed in one specific month, suggesting a strong batch effect (Fig. S2). To remove this effect, principal component analysis was performed. After correction for batch effects in processing (see Methods) clustering analysis revealed 3 distinct clusters. 

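The 27 arrays of isolated adipocytes drawn in Fig. 1B were clustered by complete linkage on 1 minus the Pearson correlation, after removal of the first principal component. Divided into 3 clusters, 25 arrays fell together, 12 of pcAds and 13 of sqAds. The other 2 clusters each held 1 array of pcAds. The adjusted Rand index between clusters and depot was -0.00494 (one-sided permutation test, p = 1), where 0 is the value for unrelated groupings. With 25 of the 27 arrays in 1 cluster, no labelling of the arrays could have given a small p. The test therefore cannot decide whether the clusters follow depot. The lowest mean correlation of an array with the others of its group was 0.89 in pcAds, against a median of 0.935, and 0.923 in sqAds, against a median of 0.943.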

One cluster was composed solely of pcAds samples, a second cluster contained 10 samples of which 9 were pcAds, and a third cluster of 12 samples contained 9 pcAds samples (Fig. 1B).

**Figure 1:**
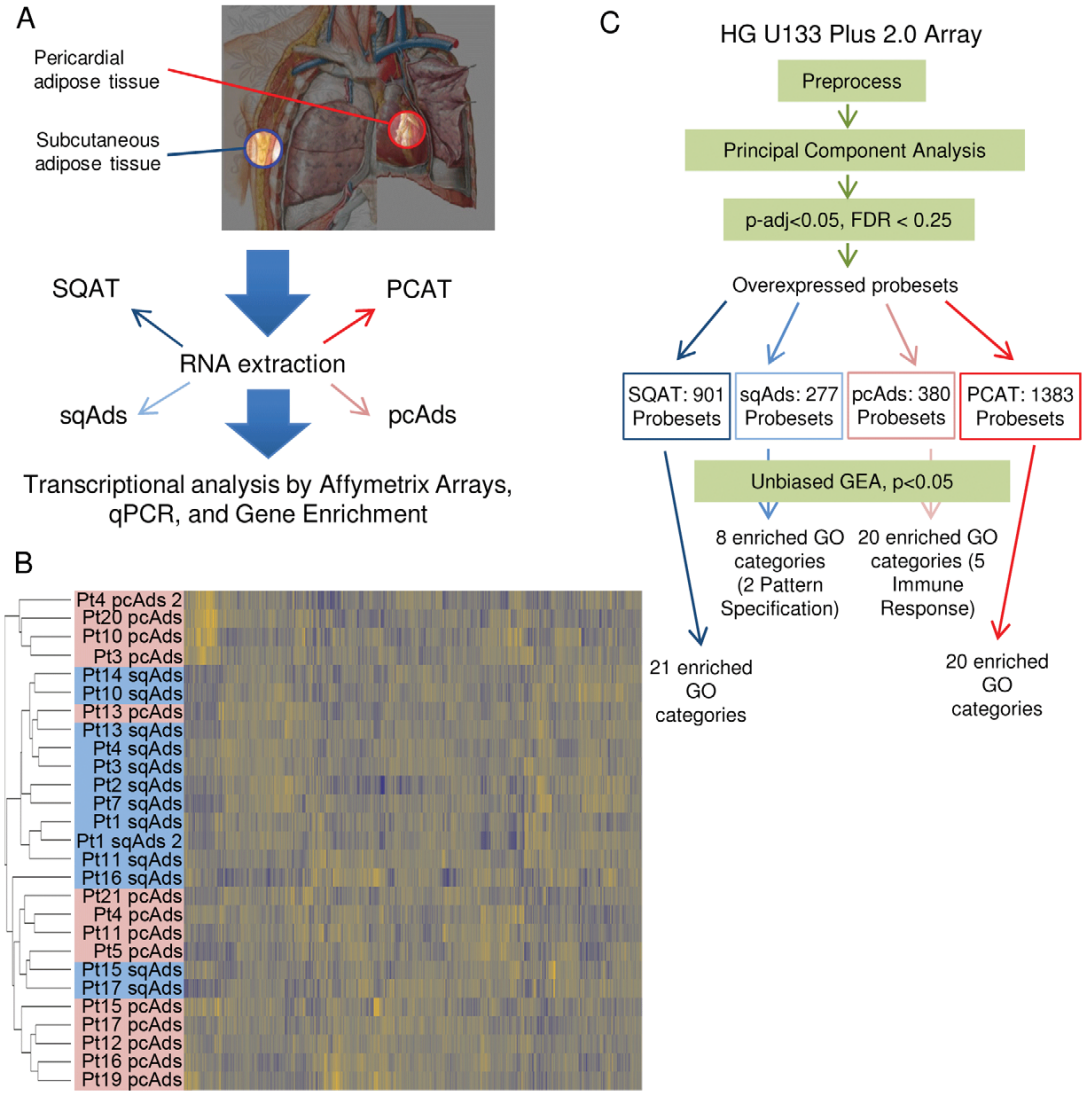
Experimental overview and clustering results. (A) Experimental design. (B) Clustering of isolated pericardial and subcutaneous adipocytes following removal of date-related batch effects by principal component analysis. (C) In our unbiased GEA, differentially expressed genes in each sample group (SQAT, sqAds, pcAds, and PCAT) were identified by preprocessing the data, performing principal component analysis, and setting thresholds of p-value<0.05 and FDR <0.25. Unique genes corresponding to candidate probesets were analyzed with FuncAssociate 2.0 (see Methods).

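Each comparison was fitted with limma as a linear model of the log2 intensities of its 2 groups, with each donor counted once. The filter kept 32295 probesets, and 26601 of these carried the symbol of 1 gene. They represent 14757 genes, each taken at the probeset with the highest mean. PCAT and SQAT had 11 donors each, and pcAds and sqAds had 14 and 12. Differences are given on the log2 scale with their standard errors, and p-values were adjusted by the Benjamini-Hochberg method over all probesets or genes tested. In simulated data with the spread of these genes, changes of 1 on the log2 scale were recovered at the paper's thresholds for 97.0% of 67 changed genes in PCAT against SQAT. For pcAds against sqAds the share was 92.5% of 67. Of all genes called in the simulation, 25.7% and 22.5% had no true difference in these 2 comparisons. Apart from 1 shared component, the simulated genes varied independently, and samples of the same patient were unrelated. These shares need not hold for the real arrays.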

We then used linear models to identify differentially expressed genes between populations PCAT and SQAT, and between pcAds and sqAds. Given the multiple hypothesis testing burden of microarray analyses, a nominal p-value of 0.05 almost certainly includes a large number of false positives. We thus restricted our analysis to those genes that were differentially at a false-discovery rate (FDR) of <0.25 (Fig. 1C, Methods). 

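At the paper's thresholds, 4704 of 32295 probesets differed between PCAT and SQAT, with 2315 higher in PCAT and 2389 higher in SQAT. At an adjusted p under 0.05, 596 probesets remained. At the level of genes, 2735 of 14757 differed, 1419 higher in PCAT and 1316 higher in SQAT. With the patient as a random block 3395 genes passed, including 2728 of the 2735. With a fixed block, in the pairs only, 1416 passed, of which 1074 were among the 2735. Fewer genes also passed without removal of the first principal component. Among genes whose mean in PCAT lay above the median of all genes, with the same direction in most pairs, the 10 largest differences ranged from 1.91 for CYFIP2 to 2.65 for IGLC1 on the log2 scale. IGLC1 encodes an immunoglobulin light chain constant region, a multigene family whose probesets can take up related transcripts, and its difference had a standard error of 0.74 (adjusted p = 0.0494 from limma). Complement component 7 (C7) was higher in PCAT by 2.05 (standard error 0.28, adjusted p = 0.000448), and CD24 by 2.21 (standard error 0.39, adjusted p = 0.00405). On the SQAT side the long noncoding RNA CRNDE was higher by 3.99 (standard error 0.36, adjusted p = 1.01e-06) and lay above PCAT in 6 of 6 pairs. The arylacetamide deacetylase gene AADAC was higher in SQAT by 3.64 (standard error 0.49, adjusted p = 0.000356), and the cell adhesion gene NRCAM by 2.98 (standard error 0.41, adjusted p = 0.000448).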

In PCAT vs. SQAT, this approach identified 2,284 differentially expressed probesets (Fig. 1C). 

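Between pcAds and sqAds, 676 of 32295 probesets passed the paper's thresholds, 334 higher in pcAds and 342 higher in sqAds, and 60 did so at an adjusted p under 0.05. At the level of genes, 495 of 14757 differed, 256 higher in pcAds and 239 higher in sqAds. With the patient as a random block, to use the 8 pairs, 2665 probesets and 1630 genes passed, including all 495. With a fixed block, in the pairs only, 416 genes passed, of which 214 were among the 495. CCL4 and TENT5C stood among the 10 genes with the largest differences higher in pcAds. TENT5C, which encodes a nucleotidyltransferase, was higher by 1.62 (standard error 0.36, adjusted p = 0.0383) from limma. The angiotensinogen gene AGT was higher in pcAds by 1.38 (standard error 0.27, adjusted p = 0.0108) and the transcription factor gene EBF2 by 1.25 (standard error 0.26, adjusted p = 0.0192). In sqAds, CRNDE was higher by 2.97 (standard error 0.33, adjusted p = 8.72e-06) in 8 of 8 pairs, AADAC by 2.85 (standard error 0.51, adjusted p = 0.00504), and the keratin gene KRT5 by 1.72 (standard error 0.32, adjusted p = 0.00691). KRT5 is among 14 skin and breast epithelial markers tested, of which 2 were higher in sqAds and 0 in pcAds. Their median log2 difference was 0.66 toward sqAds. One gene that spans the region shared by the X and Y chromosomes was among the 10 genes with the largest differences higher in sqAds and is not described.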

In pcAds vs. sqAds, this analysis yielded 657 differentially expressed probesets.

To characterize the differentially expressed transcripts, we used unbiased gene enrichment analysis (GEA) to look for enriched Gene Ontology (GO) terms in the candidate probesets overexpressed in PCAT, SQAT pcAds and sqAds individually. Since multiple probesets map to the same genes, a list of unique candidate genes were generated from probeset lists. These candidate genes were ranked in order of greatest fold-change and analyzed for GO category enrichment as ordered lists using FuncAssociate 2.0. [26].

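The lists behind the Gene Ontology categories are not part of the deposited data, so 35 lists of marker and pathway genes, written before the data were examined, were tested with camera at a preset correlation of 0.01. At an adjusted p under 0.05, 18 lists differed between PCAT and SQAT, 11 toward PCAT and 7 toward SQAT. Between pcAds and sqAds 17 lists differed, 10 toward pcAds and 7 toward sqAds. With a correlation between genes estimated from the data, 0 lists passed in PCAT against SQAT and 2 passed in pcAds against sqAds. These 2 were the homeobox genes and the immune response genes of the study's own tables. B and plasma cell markers leaned toward both pericardial groups, with 15 of 24 genes higher in PCAT (15 adjusted over the list alone) and none lower (adjusted p = 0.472 with an estimated correlation). In pcAds 3 of the 24 were higher and none lower (13 higher adjusted over the list alone, and adjusted p = 0.282 with an estimated correlation). Oxidative phosphorylation genes had a median of -0.10 over 39 genes in pcAds against sqAds, with 0 genes past the threshold. In PCAT against SQAT their median was -0.12, with 3 of 39 higher in SQAT and 0 in PCAT (adjusted p = 0.0557 from camera, 0.0396 and 0.00834 with the patient as a random and a fixed block, passing under 7 of 20 alternatives, and 0.687 with an estimated correlation). The call of that list in adipocytes at the preset correlation (adjusted p = 0.0416 from camera) was lost under 8 of 20 alternatives. Among these were an estimated correlation (adjusted p = 0.633) and the patient as a random or a fixed block (adjusted p = 0.0561 and 0.3035).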

Our GEA revealed that the four tissue types were each enriched for multiple gene ontology categories (Table 1 and Table S1). 

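Across 14757 genes, the log2 differences between pericardial and subcutaneous samples correlated between isolated adipocytes and whole tissue (Pearson r = 0.714 across genes, which are not independent replicates). When depot was swapped for random sets of whole patients, which keeps the donors shared by the 2 comparisons, 99 draws gave a median r of 0.277 and a highest of 0.563. Without removal of the first principal component r was 0.50, and the highest of the draws was 0.574. The covariance was 0.0752, against a median of 0.011 in the swaps. Of the genes past the threshold in both comparisons, 165 were higher in both pericardial groups and 169 in both subcutaneous groups, and 0 went in opposite directions. Independent lists would share 24.6 and 21.3 genes, which leaves out the donors common to both comparisons, and the swaps shared a median of 0. Random splits of the donors called a median of 0 genes in each comparison, so relabelled groups have few genes to share. The overlap of calls is therefore not a test of a shared effect. The Wilms tumor gene WT1 is also in the list of mesothelial markers. It was higher by 2.18 (standard error 0.30, adjusted p = 0.000127) in pcAds and by 2.44 (standard error 0.31, adjusted p = 0.000208) in PCAT. A test of the difference of the depot effect between adipocytes and tissue, with the patient as a block, called 0 of 14757 genes in limma, and 904 had an unadjusted p under 0.05.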

Because we analyzed both whole tissue and isolated adipocytes, we were also able to infer whether the differentially expressed genes arise from predominantly either the adipocytes themselves, or from the more heterogeneous adipose tissue mixtures.

**Table 1:** Enriched Gene Ontology (GO) Categories in sqAds and pcAds identified by GEA.

# of Genes	P-adjusted	GO ID	GO Category
***Upregulated in sqAds***			
6	0.004	GO:0009952	anterior/posterior pattern formation
6	0.026	GO:0003002	regionalization
6	0.03	GO:0051262	protein tetramerization
8	0.047	GO:0051260	protein homooligomerization
10	0.006	GO:0043565	sequence-specific DNA binding
12	0.003	GO:0003700	transcription factor activity
19	0.02	GO:0009653	anatomical structure morphogenesis
48	0.002	GO:0032502	developmental process
***Upregulated in pcAds***			
27	0	GO:0048583	regulation of response to stimulus
38	0	GO:0042127	regulation of cell proliferation
39	0	GO:0002376	immune system process
62	0	GO:0048522	positive regulation of cellular process
67	0	GO:0048518	positive regulation of biological process
15	0.001	GO:0050865	regulation of cell activation
24	0.001	GO:0008284	positive regulation of cell proliferation
26	0.001	GO:0006955	immune response
14	0.005	GO:0006935	chemotaxis
14	0.005	GO:0042330	taxis
24	0.01	GO:0009605	response to external stimulus
27	0.013	GO:0005576	extracellular region
32	0.014	GO:0035466	regulation of signaling pathway
5	0.02	GO:0042692	muscle cell differentiation
11	0.023	GO:0009897	external side of plasma membrane
26	0.026	GO:0051239	regulation of multicellular organismal process
44	0.038	GO:0042221	response to chemical stimulus
11	0.04	GO:0046649	lymphocyte activation
13	0.042	GO:0001775	cell activation
21	0.044	GO:0002682	regulation of immune system process

In sqAds, our GEA revealed a striking enrichment of pattern specification genes (Table 1). 

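Of 26 other positional transcription factors with a place in body patterning, outside the homeobox family, 4 were higher in sqAds and 4 in pcAds (6 and 5 adjusted over the list alone). The list as a whole had a median difference near 0, -0.07 for pcAds minus sqAds (adjusted p = 0.758 from camera). SIM1 was higher in sqAds by 1.56 (standard error 0.21, adjusted p = 0.000127) and in SQAT by 2.48 (standard error 0.36, adjusted p = 0.00076). TBX15 was higher in sqAds by 1.02 (standard error 0.17, adjusted p = 0.00194). GATA6 ran the other way and was higher in pcAds by 1.69 (standard error 0.24, adjusted p = 0.000231) and in PCAT by 1.69 (standard error 0.37, adjusted p = 0.0178). In PCAT against SQAT, 5 of the 26 genes were higher and 4 were lower (adjusted p = 0.946 from camera).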

Because the current GO classifications do not include all known homeobox genes, we manually referenced our differentially expressed genes against a comprehensive list of human homeobox genes [27]. 

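Of the 14 homeobox genes in Table 2, 12 had a probeset assigned to them alone, and HOXA9 and HOXA10 had none and are not analysed here. Among the 10 that the paper gives as higher in sqAds, 9 passed the threshold and all 10 had lower means in pcAds. Adjusted over the list alone, 10 of the 12 genes were higher in sqAds, but these genes were chosen by the study on the same samples, so this is not independent evidence. IRX5 had the smallest adjusted p, with a log2 difference of 1.16 (standard error 0.14, adjusted p = 2.69e-05) and higher levels in sqAds in 8 of 8 pairs. IRX3 was higher by 1.61 (standard error 0.32, adjusted p = 0.013) and IRX1 by 1.17 (standard error 0.28, adjusted p = 0.0524). EMX2 did not pass, with a log2 difference of 0.52 (standard error 0.24, adjusted p = 0.386), although sqAds lay above pcAds in 8 of 8 pairs. With the patient as a random block its difference was 0.59 (adjusted p = 0.146). With a fixed block, in the pairs only, EMX2 passed (0.85, adjusted p = 0.0637), and SHOX2 (1.39, adjusted p = 0.345) and HOXC10 (0.70, adjusted p = 0.362) lost their calls.

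**Figure D1:**
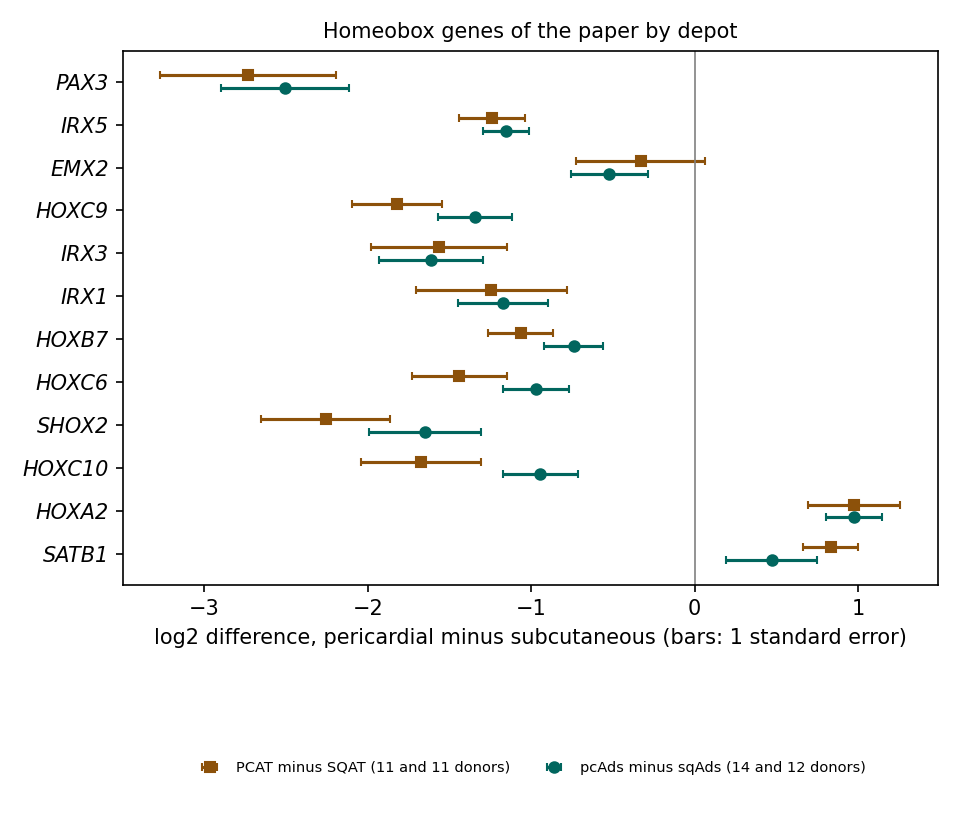
Log2 difference between pericardial and subcutaneous samples for the 12 homeobox genes of the paper with a probeset of their own, as squares for whole tissue and circles for isolated adipocytes, with bars of 1 standard error. Points left of 0 are higher in the subcutaneous depot, as for 10 of the 12 genes.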

Compared to pcAds, sqAds demonstrated increased expression of 12 homeobox genes, including PAX3, HOXA10, HOXA9, and HOXB7 (Table 1). 

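In whole tissue, 9 of the 10 tested homeobox genes listed for sqAds were also higher in SQAT than in PCAT at the paper's thresholds. HOXC9 had the smallest adjusted p among them, with a difference of 1.82 (standard error 0.28, adjusted p = 0.00131). SHOX2 was higher in SQAT by 2.26 (standard error 0.40, adjusted p = 0.00402), HOXC10 by 1.67 (standard error 0.37, adjusted p = 0.0186) and IRX5 by 1.24 (standard error 0.20, adjusted p = 0.00215). EMX2 had lower means in PCAT but did not pass, with a log2 difference of 0.33 (standard error 0.40, adjusted p = 0.7), and SQAT lay above PCAT in 4 of 6 pairs. With a fixed block for the patient, IRX3 (0.85, adjusted p = 0.556) and IRX1 (0.92, adjusted p = 0.281) lost their calls.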

All of the homeobox genes that were relatively higher in sqAds were also increased in SQAT vs. PCAT (Table S2). For example, PAX3 was 3.3-fold (p = 0.00002) increased in sqAds vs. pcAds and 3.8-fold (p = 0.0004) increased in SQAT vs. PCAT.

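The mean log2 intensity of PAX3, a paired box gene, was 7.11 ± 1.51 (SD, n = 12 donors) in sqAds and 4.61 ± 0.36 (SD, n = 14) in pcAds. The difference was 2.51 (standard error 0.39, adjusted p = 0.000768) from limma, and sqAds lay above pcAds in 7 of 8 pairs. In whole tissue the mean was 7.14 ± 1.92 (SD, n = 11) in SQAT and 4.41 ± 0.33 (SD, n = 11) in PCAT. That difference was 2.73 (standard error 0.54, adjusted p = 0.0105), in the same direction in 6 of 6 pairs. Divided by the standard deviation of the gene over the donors compared, the differences correspond to folds of 2.88 in isolated adipocytes and 2.66 in whole tissue, while the differences themselves correspond to folds of 5.68 and 6.63. The means in pcAds and PCAT lie below the 25% quantile of the arrays (5.19 in adipocytes and 5.10 in tissue), in the range of background, so the folds of the intensities are lower bounds and none of these folds is exact.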

When we looked at homeobox expression in the pericardial depot, we found significantly increased expression of two homeobox genes, HOXA2 (2.53-fold, p = 0.00012) and SATB1 (1.84-fold, p = 0.015), in both pcAds and PCAT (Table 1 and Table S2). 

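HOXA2 was higher in pcAds by 0.97 (standard error 0.17, adjusted p = 0.00417) on the log2 scale, in 8 of 8 pairs, and in PCAT by 0.98 (standard error 0.28, adjusted p = 0.0568). A fixed block for the patient ended the call in PCAT (0.78, adjusted p = 0.333). SATB1, which encodes a DNA-binding protein with a homeodomain, was higher in PCAT by 0.83 (standard error 0.17, adjusted p = 0.011), in 6 of 6 pairs. In isolated adipocytes its difference toward pcAds was 0.47 (standard error 0.28, adjusted p = 0.528), which did not pass the threshold, and pcAds lay above sqAds in 5 of 8 pairs. The depot difference in adipocytes was not shown to differ from that in tissue (adjusted p = 0.901 for the difference between them). The level of SATB1 was lower in pcAds than in PCAT, where the log2 difference toward PCAT was 1.06 (standard error 0.23, adjusted p = 0.00231). In sqAds it was lower than in SQAT by 0.70 (standard error 0.24, adjusted p = 0.0686). These values are from the SATB1 probeset with the highest mean. Its other probeset did not pass against whole tissue, with 0.15 toward PCAT (adjusted p = 0.648 over probesets) and 0.12 toward sqAds (adjusted p = 0.658).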

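Taken as a list, the 12 tested homeobox genes of the study had a median log2 difference of -1.06 for pcAds minus sqAds (adjusted p = 6.79e-13 from camera, and adjusted p = 0.000893 with an estimated correlation). In PCAT minus SQAT the median was -1.34 (adjusted p = 4.17e-07, and adjusted p = 0.0908 with an estimated correlation). The study picked these genes from the same samples, so the list is not independent evidence. A wider list of 22 HOX cluster genes, written before the data were examined, had 4 genes higher in sqAds and 1 in pcAds (7 and 1 adjusted over the list alone), and it did not pass as a list (adjusted p = 0.068 from camera). All 5 of these genes are in Table 2, so at the paper's thresholds the wider list adds no other gene in adipocytes. Of 57 other homeobox genes, 5 were higher in sqAds and 1 in pcAds (8 and 7 adjusted over the list alone). The 5 higher in sqAds are also in Table 2, so they are not independent evidence. In whole tissue 8 of the 57 were higher in SQAT and 14 in PCAT (adjusted p = 0.607 from camera). From the genes of Table 2 in aggregate, the paper concludes that their expression forms signatures of the depots.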

In aggregate, the observed transcriptional patterns of these 14 homeobox genes constitute depot-specific signatures.

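Of the 26 immune response genes of Table S3, 24 had a probeset of their own. All 24 had higher means in pcAds than in sqAds, and 13 passed the threshold. Adjusted over the list alone 22 passed, although these genes were chosen by the study on the same samples and are not independent evidence. Their median log2 difference was 0.89 (adjusted p = 3.55e-22 from camera, and adjusted p = 0.00948 with an estimated correlation). SH2D1A was higher by 1.37 (standard error 0.32, adjusted p = 0.0543) and CD28 by 0.90 (standard error 0.23, adjusted p = 0.0901), and BLNK was higher in 8 of 8 pairs, by 0.95 (standard error 0.28, adjusted p = 0.157). CD8A was higher by 1.25 (standard error 0.38, adjusted p = 0.166). The other 3 probesets of SH2D1A did not pass, with differences of 0.09, 0.09 and -0.00. CD274 was among the genes that did not pass, with a difference of 0.68 (standard error 0.26, adjusted p = 0.297). With the patient as a random block CD274 passed (adjusted p = 0.137, but 0.362 with a fixed block), as did LCP2 (log2 difference 0.54, adjusted p = 0.264 without and 0.0888 with the block). Another probeset of LCP2 passed without a block, with a difference of 0.91 (adjusted p = 0.208 over probesets). CD83 lost its call with a fixed block (0.73, adjusted p = 0.287). NCF4 did not pass in either fit, with a difference of 0.43 (standard error 0.26, adjusted p = 0.544) without the block, and passed in PCAT with the block (0.45, adjusted p = 0.304 without and 0.215 with it, but 0.359 with a fixed block).

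**Figure D2:**
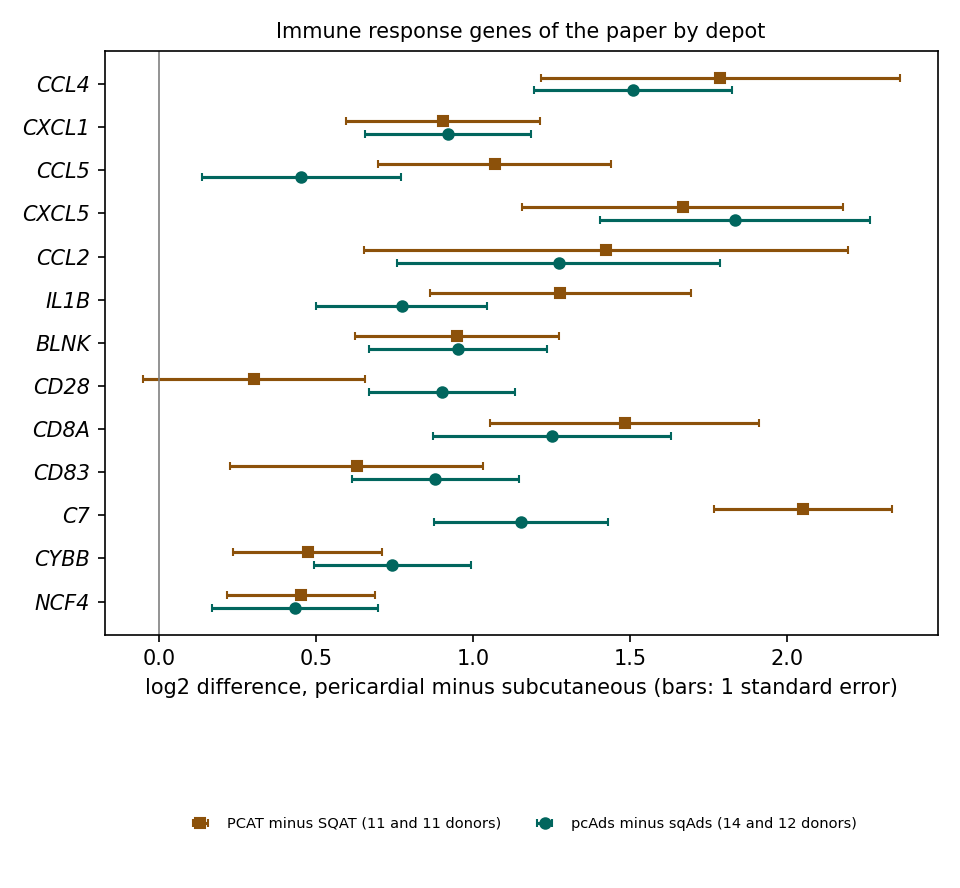
Log2 difference between pericardial and subcutaneous samples for 12 immune response genes of Table S3 and for CCL2, as squares for whole tissue and circles for isolated adipocytes, with bars of 1 standard error. Points right of 0 are higher in the pericardial depot, as all 13 are in both comparisons.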

GEA also found that our pcAds were significantly enriched for immune response genes (p-adj<0.001, Table 1 and Table S3), with 26 immune response genes found among the top 2500 genes. A similar result was seen in PCAT (p-adj = 0.005, Table S1). These genes included 7 chemokines, such as chemokine (C-C motif) ligand 4 (CCL4) which was overexpressed 2.79-fold (p<0.0001) in pcAds and 2.9-fold (p = 0.0009) in PCAT. 

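In PCAT against SQAT, 17 of the 24 immune response genes of the study were higher in PCAT and none was lower, with a median log2 difference of 0.93 (adjusted p = 1.13e-12 from camera, and adjusted p = 0.0908 with an estimated correlation). CST7 was higher in PCAT by 0.92 (standard error 0.25, adjusted p = 0.049) and SH2D1A by 1.71 (standard error 0.43, adjusted p = 0.0317). CYBB was higher by 0.47 (standard error 0.24, adjusted p = 0.285), short of the threshold, and passed with the patient as a random block (adjusted p = 0.211) but not as a fixed one (adjusted p = 0.508). T and NK cell markers, a list written before the data were examined, were higher in PCAT for 20 of 33 genes and lower for none (adjusted p = 0.327 with an estimated correlation). Their median difference was 0.96 in PCAT against SQAT and 0.66 in pcAds against sqAds. In pcAds 6 of the 33 passed, and 16 adjusted over the list alone (adjusted p = 0.282 with an estimated correlation). Macrophage and monocyte markers had a median difference of 0.44 in pcAds, with 3 of 34 genes higher (9 adjusted over the list alone, adjusted p = 0.282 with an estimated correlation). In PCAT their median was 0.20, with 3 of 34 genes higher (0 adjusted over the list alone, adjusted p = 0.051 from camera, 0.0428 and 0.0348 with the patient as a random and a fixed block, and 0.659 with an estimated correlation).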

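CCL4 had a mean log2 intensity of 10.69 ± 0.74 (SD, n = 14 donors) in pcAds and 9.18 ± 0.98 (SD, n = 12) in sqAds. The difference was 1.51 (standard error 0.32, adjusted p = 0.022) from limma, with pcAds higher in 7 of 8 pairs. In whole tissue the means were 10.46 ± 1.65 (SD, n = 11) in PCAT and 8.67 ± 1.24 (SD, n = 11) in SQAT, a difference of 1.79 (standard error 0.57, adjusted p = 0.0817). Of 30 chemokine genes written before the data were examined, 4 were higher in pcAds and none was lower (10 higher and 1 lower adjusted over the list alone). As a list they differed between pcAds and sqAds at the preset correlation (adjusted p = 0.000156 from camera, and adjusted p = 0.282 with an estimated correlation). CXCL5 was higher in pcAds by 1.83 (standard error 0.43, adjusted p = 0.0524) and CXCL1 by 0.92 (standard error 0.26, adjusted p = 0.139). In PCAT 12 of the 30 genes were higher and 1 was lower (adjusted p = 0.2 with an estimated correlation). There CXCL5 was higher by 1.67 (standard error 0.51, adjusted p = 0.0721) and CXCL1 by 0.90 (standard error 0.31, adjusted p = 0.0993). With a fixed block for the patient, in the pairs only, neither passed, with differences of 2.00 and 0.51 (adjusted p = 0.255 for each).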

To better visualize the molecular relationships between these inflammatory genes, we mapped the overexpressed genes to KEGG pathways (Fig. 2), revealing that the chemokines upregulated in pcAds belong to the tumor necrosis factor (TNF), CXC and CC chemokines, and IL-1 families. 

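TNFSF9, a member of the TNF family, was higher in pcAds by 0.81 (standard error 0.26, adjusted p = 0.211), a call lost with a fixed block for the patient (0.75, adjusted p = 0.267). CCL5 did not pass in pcAds against sqAds, with a log2 difference of 0.45 (standard error 0.32, adjusted p = 0.613), and was higher in PCAT than in SQAT by 1.07 (standard error 0.37, adjusted p = 0.105). Other probesets of CCL5 had differences of 1.01 and 0.83 toward pcAds and did not pass (adjusted p = 0.316 and 0.523 over probesets). A test of the difference between the effects gave an adjusted p of 0.882. Of 21 inflammatory cytokines and their antagonists, 1 was higher in pcAds and none was lower (5 adjusted over the list alone, adjusted p = 0.282 with an estimated correlation). In PCAT 8 of the 21 were higher (8 adjusted over the list alone) and none was lower (adjusted p = 0.2 with an estimated correlation). A list of 27 target genes of NF-kB had 4 genes higher and 1 lower in pcAds (adjusted p = 0.282 with an estimated correlation).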

Since expression levels were not significantly lower in pcAds compared to PCAT, it is possible that pericardial adipocytes are a primary site for the synthesis of inflammatory mediators. 

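Between pcAds and PCAT, 4638 of 14757 genes differed at the paper's thresholds, 2598 higher in pcAds and 2040 higher in PCAT, with 14 and 11 donors. The split depends on the scaling, with 3425 and 1426 after median centring and 3789 and 1293 for the values as deposited. CCL4 was higher in pcAds by 0.23 (standard error 0.46, adjusted p = 0.779), a difference that did not pass the threshold, and pcAds lay above PCAT in 4 of 9 pairs. Of the 24 immune response genes of the study, 3 were higher in pcAds and none was lower, with a median log2 difference of 0.07. A share of 3 of 24 is no larger than that of the 2598 of all 14757 genes higher in pcAds. The 3 were TNFSF9, CXCL5 and CD83, with differences of 0.87, 1.35 and 0.78 (adjusted p = 0.0392, 0.116 and 0.108 from limma). CST7 also passed under a random block for the patient (log2 difference 0.60, adjusted p = 0.208 without and 0.118 with the block). T and NK cell markers had a median difference of -0.07, with 0 of 33 genes past the threshold. Of the 14 adipocyte genes of Table S4, 0 were higher in pcAds and 1 was lower, with a median of -0.22 (adjusted p = 0.388 from camera). Fibroblast and matrix markers had a median of 0.06, with 4 of 30 genes higher and 1 lower. These lists therefore do not show pcAds to be richer in adipocyte RNA than PCAT. Endothelial markers were higher in pcAds for 20 of 26 genes, with a median of 0.89 (adjusted p = 1.98e-08 from camera, and adjusted p = 0.589 with an estimated correlation). The log2 intensity below which 0.1% of an array's probesets lie was 3.10 ± 0.04 (SD, n = 28 arrays) in adipocytes and 2.91 ± 0.04 (SD, n = 22) in whole tissue, and without quantile normalization the median of all genes was 0.11 higher in pcAds than in PCAT. Because the levels in pcAds were not significantly lower, the paper proposes it as possible that pericardial adipocytes are a main site where the mediators are made.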

We thus sought to determine, using qPCR, the expression of CCL4 in isolated pcAds and isolated pericardial stromal vascular fraction (SVF). We found 12.5-fold (p = 0.005) higher expression of CCL4 in the pericardial SVF vs. the pcAds fraction. Altogether, these data demonstrate that pcAds express inflammatory mediators but not to the same degree as the SVF, which contains immune and inflammatory cells. In contrast to PCAT, our GEA revealed that SQAT was significantly enriched in many metabolism-related GO categories (Table S1), including oxidoreductase activity (p-adj = 0.002) and lipid metabolic processes (p-adj = 0.008). 

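Lists of metabolic genes leaned toward SQAT in whole tissue. Of 24 genes of fatty acid oxidation and ketone metabolism, 9 were higher in SQAT (9 adjusted over the list alone) and none in PCAT, with a median log2 difference of 0.21 toward SQAT (adjusted p = 0.00234 from camera, and adjusted p = 0.509 with an estimated correlation). Of 28 genes of fatty acid and triglyceride synthesis, 6 were higher in SQAT and 1 in PCAT, with a median of 0.34 toward SQAT (adjusted p = 0.509 with an estimated correlation). Among 37 genes of the citrate cycle and branched chain amino acid catabolism, 5 were higher in SQAT and none in PCAT (adjusted p = 0.576 with an estimated correlation). Glycolysis had 6 of 21 genes higher in SQAT and 1 in PCAT (adjusted p = 0.327 with an estimated correlation). As a covariate, the 3' to 5' actin ratio, a measure of RNA quality, ended the preset correlation calls of the synthesis and glycolysis lists. DLAT, a subunit of pyruvate dehydrogenase, was higher in SQAT by 1.25 (standard error 0.21, adjusted p = 0.00302), and the glycerol-3-phosphate dehydrogenase gene GPD1 by 0.93 (standard error 0.26, adjusted p = 0.0487). The desaturase gene SCD was higher in SQAT by 1.65 (standard error 0.52, adjusted p = 0.0807). In isolated adipocytes the median of the fatty acid oxidation list was 0.23 toward sqAds, with 1 of 24 genes past the threshold (adjusted p = 0.481 with an estimated correlation).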

KEGG pathway-mapping did not identify any recognized, adipose-tissue specific pathways.

**Figure 2:**
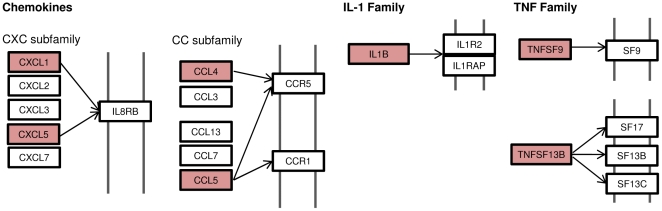
Chemokines overexpressed in pcAds. Red boxes represent overexpressed molecules. Double-gray lines indicate cell surface membrane; boxed proteins overlying double-gray lines are receptors.

To validate the differential gene expression patterns identified by our microarray analysis, we performed qPCR analysis on patient-matched sqAds and pcAds samples (Fig. 3). For this analysis, we selected homeobox genes HOXA9 and HOXB7; and the adipocyte identity gene leptin. 

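Of the 3 genes tested by quantitative PCR, HOXB7 and LEP had a probeset of their own on the arrays, and HOXA9 had none. HOXB7 had a mean log2 intensity of 11.39 ± 0.43 (SD, n = 12 donors) in sqAds and 10.66 ± 0.50 (SD, n = 14) in pcAds. The difference was 0.74 (standard error 0.18, adjusted p = 0.0639) from limma, and sqAds lay above pcAds in 7 of 8 pairs. LEP had a mean of 13.89 ± 0.66 (SD, n = 12) in sqAds and 13.29 ± 0.87 (SD, n = 14) in pcAds. Its difference toward sqAds was 0.60 (standard error 0.29, adjusted p = 0.426), with sqAds higher in 7 of 8 pairs. LEP missed the threshold, and passed it with the patient as a random block, where the difference was 0.63 (adjusted p = 0.206).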

For all three genes, the expression trend matched our microarray results.

**Figure 3:**
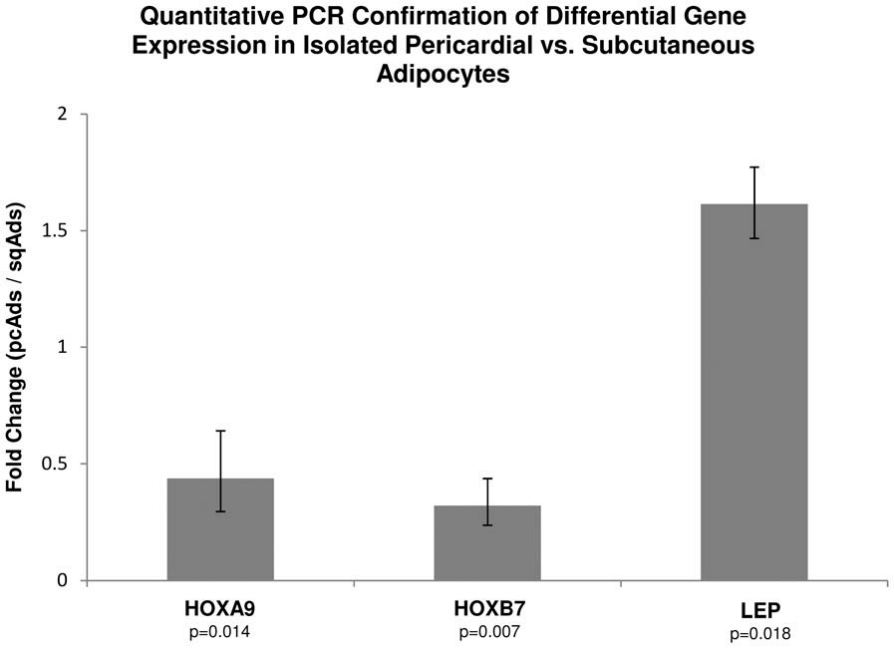
Quantitative PCR confirms differential expression of homeobox genes HOXA9 and HOXB7; and adipocyte-identity gene leptin (LEP) in patient-matched, isolated subcutaneous and pericardial adipocytes. Fold change patterns fit those seen in the microarray data. The error bars reflect the effect of a unit increase or decrease in standard deviation of the delta Ct value on the fold-change. P-values were calculated using 2-tailed heteroscedastic Student's t-tests.

Lastly, we confirmed that a core set of adipocyte identity and function genes was not differentially expressed in pcAds vs. sqAds (Table S4). The genes we selected included the well-studied adipocyte identity maintenance factors perilipin (PLIN1) and cell death-inducing DFFA-like effector c (CIDEC); the transcription factors Peroxisome proliferator-activated receptor gamma (PPARγ) and the CCAAT/enhancer binding proteins (CEBPA, CEBPB, CEBPD); the lipid catabolism enzymes lipoprotein lipase (LPL) and hormone-sensitive lipase (LIPE); the adipocyte anabolic enzymes fatty acid binding protein 4 (FABP4) and diacylglycerol O-acyltransferase 1 (DGAT1); and the adipokines leptin (LEP), adipsin (CFD), and adiponectin (ADIPOQ). 

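Of these 13 genes and UCP1, 1 passed the threshold in pcAds against sqAds. PPARG was lower in pcAds, with a difference toward sqAds of 0.54 (standard error 0.18, adjusted p = 0.225) from limma, and sqAds lay above pcAds in 6 of 8 pairs. The call of PPARG was lost without removal of the first principal component (adjusted p = 0.639), with no filter (0.255), with the patient as a fixed block (0.472), with all 4 groups in one fit (0.374) and with the ordinary linear model (0.265). Adjusted over the list alone, 3 genes were higher in sqAds and 1 in pcAds, and as a list the 14 genes did not pass (adjusted p = 0.0567 from camera). CIDEC was higher in sqAds by 0.50 (standard error 0.28, adjusted p = 0.504) and PLIN1 by 0.20 (standard error 0.20, adjusted p = 0.751), and neither passed. ADIPOQ differed by 0.17 toward sqAds (standard error 0.21) at a mean log2 intensity of 13.76 in sqAds. FABP4 had a difference of 0.31 (standard error 0.14, adjusted p = 0.379) toward sqAds, which passed with the patient as a random block (adjusted p = 0.198) but not as a fixed one (adjusted p = 0.458). CEBPB leaned toward pcAds by 0.25 (standard error 0.11, adjusted p = 0.379) and also passed with the random block (adjusted p = 0.232) and not with the fixed one (adjusted p = 0.582). In PCAT against SQAT 0 of the 14 genes passed (adjusted p = 0.491 from camera, and 0.0178 toward SQAT with a fixed block). The paper states that this core set did not differ between pcAds and sqAds.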

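The single probeset of UCP1 had a mean log2 intensity of 6.36 ± 1.66 (SD, n = 14 donors) in pcAds and 6.04 ± 1.00 (SD, n = 12) in sqAds. The difference toward pcAds was 0.32 (standard error 0.51, adjusted p = 0.852) from limma, and pcAds lay above sqAds in 5 of 8 pairs.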

We also considered the brown fat identity gene uncoupling protein 1 (UCP1) and found ≤0.50 fold change between the sample classes.

## Discussion

Adipose tissue is an active, multifunctional organ whose different depots in the human body most likely serve different functions. For example, a strong correlation exists between excess omental adipose tissue and the development of cardiovascular disease [7] [8] [9]. While early evidence suggested that pericardial adipose tissue functions in pericardial inflammation, these studies were purely radiographic in nature [16] [17] [18] [19] [20] [21]. There is evidence, however, that PCAT can directly affect cardiac function as there is a several studies have found an association between PCAT volume and atrial fibrillation [28] [29]. PCAT may also serve an endocrine role, as increased PCAT volume is positively associated with liver fat and insulin sensitivity after diet-induced weight loss [30].

Our study is the first transcriptional microarray analysis of gene expression differences between PCAT and SQAT and, importantly, between pcAds and sqAds. We found that: 1) pericardial and subcutaneous fat depots, as well as isolated pericardial and subcutaneous adipocytes, express unique patterns of homeobox genes, and 2) pericardial adipose tissue and isolated pericardial adipocytes both overexpress chemokines that promote atherosclerosis. In contrast, subcutaneous adipose tissue is enriched for metabolism-related genes.

The finding of a specific pericardial-specific homeobox signature fits with recent reports of depot-dependent homeobox signatures in humans. Gesta et al. compared human SQAT to visceral adipose tissue (VAT) and found that SQAT overexpressed SHOX2, HOXC9, EN1, and GPC4, while VAT overexpressed factors including HOXA5, TBX15, and HOXC8 [31]. 

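In isolated adipocytes, SHOX2 was higher in sqAds than in pcAds by 1.65 (standard error 0.34, adjusted p = 0.022) from limma and HOXC9 by 1.34 (standard error 0.22, adjusted p = 0.00198). EN1 was higher in SQAT than in PCAT by 0.79 (standard error 0.21, adjusted p = 0.0438). With a fixed block for the patient, SHOX2 (adjusted p = 0.345) and EN1 (0.45, adjusted p = 0.278) lost these calls. GPC4 had a difference toward SQAT of 0.72 (standard error 0.38, adjusted p = 0.315), which did not pass, at its probeset with the highest mean. Its other probeset passed, with 1.19 toward SQAT (adjusted p = 0.127 over probesets). TBX15 was higher in SQAT by 1.20 (standard error 0.20, adjusted p = 0.00215) and HOXC8 by 0.45 (standard error 0.18, adjusted p = 0.15). In isolated adipocytes HOXC8 was higher in sqAds by 0.34 (standard error 0.12, adjusted p = 0.256) without passing, and passed with the patient as a random block, where the difference was 0.37 (adjusted p = 0.0767).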

Our data confirm that SHOX2 and HOXC9 are upregulated in SQAT (Table 2). Vohl et al. reported that HOXA10 and HOXC6 were upregulated in human SQAT vs. VAT; [32] this pattern is also confirmed by our data (Table 1).

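HOXC6 had a mean log2 intensity of 11.03 ± 0.75 (SD, n = 11 donors) in SQAT and 9.59 ± 0.71 (SD, n = 11) in PCAT. The difference was 1.44 (standard error 0.29, adjusted p = 0.0114) from limma, in the same direction in 6 of 6 pairs. In isolated adipocytes it was higher in sqAds by 0.97 (standard error 0.20, adjusted p = 0.022), in 8 of 8 pairs.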

**Table 2:** Upregulated Homeobox Genes in isolated adipocytes from the pericardial and subcutaneous depots.

*Overexpressed in pericardial adipocytes*			
Gene	p-value	q-value	Fold Change
HOXA2	0.00012	0.0471	2.53
SATB1	0.01486	0.2493	1.84

*Overexpressed in subcutaneous adipocytes*			
Gene	p-value	q-value	Fold Change
PAX3	0.00002	0.0304	3.30
IRX5	0.00002	0.0304	2.97
EMX2	0.00003	0.0337	2.65
HOXC9	0.00007	0.0405	2.56
HOXA10	0.00004	0.0337	2.50
IRX3	0.00031	0.0747	2.49
IRX1	0.00069	0.0967	2.48
HOXB7	0.00013	0.0475	2.45
HOXA9	0.00011	0.0471	2.39
HOXC6	0.00109	0.1171	2.30
SHOX2	0.02595	0.2920	1.97
HOXC10	0.01495	0.2493	1.79

The functional importance of these signatures needs further study. One hypothesis is that these homeobox signatures reflect distinct cell lineages [33] [34]. If so, such lineage differences, if extensive, may imply that excess adiposity of different fat depots (e.g. excess omental fat vs. excess pericardial fat) would not respond equally well to single therapies. Rather than simply being markers, homeobox genes could also function in adipose tissue function. Dankel et al. reported that profound fat loss in humans was correlated with strong upregulation in SQAT of HOXA9, HOXC6, and several other homeobox genes [35]. These genes could represent novel targets for modifying adipogenesis and, by extension, obesity.

The heterogeneous nature of different adipose depots is highlighted by the functional differences in this study. Our data show that both pericardial adipose tissue and isolated pericardial adipocytes are immunologically active, overexpressing several chemokines (Fig. 2), many of which have been implicated in the development of atherosclerosis and coronary artery disease (CAD).

The CC subfamily chemokines overexpressed in our pcAds (CCL4, and CCL5) are found at high levels in atherosclerotic lesions [36] [37] [38] [39] [40]. CCL5 has been indirectly shown to be atherogenic: antagonism of its receptor with a methionine-retaining CCL5 isoform slows atherosclerosis *in vivo* [41]. Although it was not included in Fig. 2, CCL2 also trended towards overexpression in pcAds (1.5-fold overexpression, p-value = 0.017) but had an FDR of 0.26. 

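CCL2 was higher in pcAds than in sqAds by 1.27 (standard error 0.52, adjusted p = 0.317) on the log2 scale, in 8 of 8 pairs, and did not pass the threshold. Its difference was 1.22 under a random block for the patient and passed (adjusted p = 0.165). In PCAT against SQAT the difference was 1.43 (standard error 0.77, adjusted p = 0.323) and did not pass.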

When CCL2, also known as monocyte chemoattractant protein-1 (MCP-1), was deleted in transgenic mice, macrophages were not recruited into atherosclerotic plaques and the atherosclerotic lesions were 60–70% smaller [42]. A similar phenotype was observed in mice deficient for CCR2, the receptor for CCL2 [43].

The overexpressed CXC subfamily chemokines also have direct, pro-atherosclerotic effects *in vivo* [44]. CXCL1 was implicated in the transition of early fatty streaks to intermediate atherosclerotic lesions [45]. In porcine models it induced endothelial dysfunction by downregulating nitric oxide synthase protein levels [46]. CXCL5 appears to elevate serum levels of CXCL1 and may be an indirect factor in atherogenesis [47].

In the interleukin family, IL-1β (1.7-fold overexpressed in pcAds) is known to increase LDL binding to atherosclerotic lesions which then induces more IL-1 production [48] [49]. Conversely, atherosclerosis-prone mice that were deficient in IL-1β had significantly smaller atherosclerotic plaques [50]. 

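IL1B was higher in pcAds by 0.77 (standard error 0.27, adjusted p = 0.252) on the log2 scale and lay above sqAds in 7 of 8 pairs, which missed the threshold. It passed under a random block for the patient, with a difference of 0.75 (adjusted p = 0.11). In whole tissue IL1B was higher in PCAT than in SQAT by 1.28 (standard error 0.42, adjusted p = 0.0852), and the effects in adipocytes and tissue were not shown to differ (adjusted p = 0.91).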

Given this mechanistic data, the overexpression of these chemokines in pcAds strongly suggests a direct role for pericardial adipocytes in the development of coronary artery atherosclerosis.

Our study highlights a number of new areas for further research. It is unclear if these depot-specific homeobox gene signatures are residual from differentiation, or continue to drive expression of genes important for defining tissue identity. Compelling follow-up studies would include identification of downstream targets and pathways of these homeobox genes. More research is also needed to confirm local and perhaps systemic levels of pericardial adipocyte-secreted chemokines, and further on, to identify the pathways that they activate.

In conclusion, pericardial and subcutaneous fat depots express unique homeobox signatures and serve very different functional roles. As the first microarray study of the pericardial adipose depot, we show that pericardial adipocytes preferentially express pro-atherosclerotic factors and may therefore function in the development of cardiovascular disease. Future research should aim to further characterize these emerging, depot-specific functions.

## Materials and Methods

This Project has been reviewed and approved by the Brigham & Women's Hospital Institutional Review Board, Assurance # FWA00000484. During the review of this Project, the IRB specifically considered (i) the risks and anticipated benefits, if any, to subjects; (ii) the selection of subjects; (iii) the procedures for securing and documenting informed consent; (iv) the safety of subjects; and (v) the privacy of subjects and confidentiality of the data. Written consent was obtained from all participants.

Between June 2009 and April 2010, 21 patients who underwent elective coronary artery bypass grafting and/or cardiac valve replacement surgeries participated in the study. With the exception of prisoners and subjects with surrogate decision makers, there were no exclusion criteria or patient classes. No enrolled patients were excluded. Approximately 5 mL of pericardial adipose tissue (PCAT) and 3 mL of subcutaneous adipose tissue (SQAT) from the anterior chest wall were harvested from patients undergoing elective coronary artery bypass grafting and/or cardiac valve replacement surgery. Epicardial adipose tissue was not harvested. As adipose degrades quickly after surgical removal, all samples were retrieved immediately from the operating room after being harvested. The samples were sectioned and assigned to either whole tissue analysis or isolated adipocyte analysis. For PCAT and SQAT samples, RNA was immediately extracted via submersion in 1 ml of Trizol, mechanical lysis using an RNase free pestle (Kimble Chase Kontes), addition of 200 µl chloroform, and centrifugation (10,000 g, 15 minutes, 4C). The supernatant was extracted and purified with RNeasy Mini Columns (Qiagen). 1.2 µg RNA was synthesized into complementary DNA (cDNA) with the Superscript III First Strand Synthesis Kit (Invitrogen).

For adipocyte isolation, tissue samples were minced and digested in Liberase Blendzyme (0.625 g dissolved in 50 mL PBS) for one hour at 37C, in a rotating incubator. Following digestion, Blendzyme was inactivated via the addition of KRB solution (bovine serum albumin, Hank's balanced salt solution, PBS, and gentamicin). The samples were filtered through a 200 micron steel mesh filter and centrifuged at 1000 rpm for 5 minutes. Single adipocytes were collected from the uppermost fraction and immediately frozen in liquid nitrogen. RNA was then extracted from the sqAds and pcAds samples in the same fashion as SQAT/PCAT samples. To quantify the purity of the isolated adipocytes, 150 uL of freshly isolated adipocytes was mixed with 150 uL of PBS containing Hoescht 33258 nuclear stain (Invitrogen, 10 mg/mL, diluted 1∶5000) and Bodipy stain (Invitrogen, 5 mM diluted 1∶20,000). 50 uL of this mix was mounted directly onto slides (Fischer) using Aqua Poly/Mount (Polysciences). Cells and nuclei were counted using a Nikon Eclipse Ti microscope, and representative images were captured using NIS-Elements software package (Nikon, version 3.10).

All RNA samples were analyzed for quality using an Agilent 2100 Bioanalyzer. Suitable samples were hybridized to Affymetrix Human Genome U133 Plus 2.0 Arrays. The arrays were processed by the Stowers Institute for Medical Research Bioinformatics Core Facility. All data is MIAME compliant and the raw data has been deposited in the Gene Expression Omnibus database (accession number GSE26339).

Raw expression values were analyzed with GenePattern 2.0 [51]. Data were normalized using Robust Multiarray Averaging (RMA) with median scaling, quintile normalization, and background correction. The resulting datasets were preprocessed to remove probesets whose minimum fold change (maximum gene expression value divided by the minimum value) was <2, or whose difference between maximum and minimum values was less than 100. The preprocessed data was clustered in an unbiased hierarchical fashion, with Pearson correlation and pairwise complete-linkage.

RNA samples were collected, extracted, amplified and hybridized in several separate batches over the period of 10 months. To explore the influence of batch effects, principal component analysis was performed using the *prcomp* function in R (2.9.1). 

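In the deposited intensities, after quantile normalization and the filter, the first principal component held 27.2% of the variance over the 50 arrays (SD 3.52 over 100 resamples of the arrays), and the second held 12.9%. The labels give no processing date, so the component could not be set against the months of processing. The 4 groups explained 9.37% of the variance of its scores (permutation test over 100000 relabellings, p = 0.204). In units of the standard deviation of the scores, the mean was -0.0463 for pcAds, -0.426 for sqAds, 0.143 for PCAT and 0.424 for SQAT. The absolute correlation of the scores with the log2 ratio of the 3' to the 5' actin control probeset, a measure of RNA quality, was 0.127. After removal of that component, the leading components left had absolute correlations of 0.241, 0.339 and 0.622 with the ratio, in order of variance. Variation that went with the actin ratio therefore remained in the values tested. That ratio had a mean of 5.22 ± 1.27 (SD, n = 15 arrays) in pcAds and 4.96 ± 0.98 (SD, n = 13) in sqAds. In whole tissue it was 5.58 ± 0.92 (SD, n = 11) in PCAT and 4.71 ± 1.30 (SD, n = 11) in SQAT.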

The first principal component, explaining 38% of the variance, corresponded to the date of sample processing, with samples processed in June 2009 grouped separately from all other samples. The contribution of this component was removed from normalized intensities prior to further analysis.

Unbiased GEA was performed using FuncAssociate 2.0 (http://llama.mshri.on.ca/funcassociate/), which uses a Fisher's exact test to assess enrichment and a resampling approach to correct for multiple hypotheses. For each of the sample populations, a false discovery rate (FDR) of 0.25 was set as the threshold. We also performed sensitivity analysis to ensure that FDR thresholds between 0.2 and 0.3 did not change the identify of enriched gene sets. The differentially expressed probesets were uploaded into FuncAssociate 2.0 as ordered lists. Analysis was performed using the hgnc_symbol namespace, with 1000 permutations for p-value estimation and a p-value cutoff of 0.05.

Pathways involving upregulated genes in significantly enriched GO categories were identified using DAVID and KEGG [52] [53] [54].

For qPCR, expression levels of HOXA9 and HOXB7 were normalized to the housekeeping gene beta-2-microglobulin (B2M) and measured via Taqman Assay (Applied Biosciences). Both the pcAds and sqAds samples were patient-matched (Patient 15). Leptin expression levels in matched samples (from Patient 5) were normalized to hypoxanthine-guanine phosphoribosyltransferase (HPRT) and measured via Quantifast SYBR Green PCR Kit (Qiagen). To minimize the potential impact of any genomic DNA contamination, all primers were designed and verified to span multiple exons. Three technical replicates were performed for each sample. Error bars were computed by adding and subtracting 1 unit standard deviation of the delta Ct values from calibrated delta Ct values. P-values were calculated in Microsoft Excel 2007 using 2-tailed heteroscedastic Student's t-tests.

## Supporting Information

Figure S1 Purity of isolated adipocytes. (A) Results of nuclear and cell counts in isolated adipocyte fraction; the fraction is 96.7% pure. (B) Representative image of isolated sqAds demonstrating 1∶1 association of nuclei with adipocytes.
(TIF)

Figure S2 Unbiased hierarchical clustering of isolated pericardial adipocytes (pcAds) and isolated subcutaneous adipocytes (sqAds). Sections of the dendrogram in red indicate samples clustering of pcAds and sqAds samples processed in June 2009.
(TIF)

Table S1 Enriched Gene Ontology categories in SQAT and PCAT.
(DOCX)

Table S2 Upregulated Homeobox Genes in SQAT and PCAT.
(DOCX)

Table S3 Upregulated Immune Response genes in pericardial adipocytes.
(DOCX)

Table S4 Expression of core adipocyte function genes in isolated pericardial adipocytes (pcAds) vs. isolated subcutaneous adipocytes (sqAds).
(DOCX)

## References

[1] Ford ES, Capewell S (2007). Coronary Heart Disease Mortality Among Young Adults in the U.S. From 1980 Through 2002: Concealed Leveling of Mortality Rates.. Journal of the American College of Cardiology.

[2] Hardoon SL, Whincup PH, Lennon LT, Wannamethee SG, Capewell S (2008). How Much of the Recent Decline in the Incidence of Myocardial Infarction in British Men Can Be Explained by Changes in Cardiovascular Risk Factors?: Evidence From a Prospective Population-Based Study.. Circulation.

[3] FASTSTATS - Leading Causes of Death http://www.cdc.gov/nchs/fastats/lcod.htm.

[4] Berrington de Gonzalez A, Hartge P, Cerhan JR, Flint AJ, Hannan L (2010). Body-Mass Index and Mortality among 1.46 Million White Adults.. N Engl J Med.

[5] Zhang Y, Proenca R, Maffei M, Barone M, Leopold L (1994). Positional cloning of the mouse obese gene and its human homologue.. Nature.

[6] Flier JS (2004). Obesity wars: molecular progress confronts an expanding epidemic.. Cell.

[7] Després J-P, Lemieux I (2006). Abdominal obesity and metabolic syndrome.. Nature.

[8] Despres J, Moorjani S, Lupien P, Tremblay A, Nadeau A (1990). Regional distribution of body fat, plasma lipoproteins, and cardiovascular disease.. Arterioscler Thromb Vasc Biol.

[9] Trayhurn P, Wood IS (2004). Adipokines: Inflammation and the Pleiotropic Role of White Adipose Tissue.. British Journal of Nutrition.

[10] Fried SK, Bunkin DA, Greenberg AS (1998). Omental and subcutaneous adipose tissues of obese subjects release interleukin-6: depot difference and regulation by glucocorticoid.. J Clin Endocrinol Metab.

[11] Lefebvre AM, Laville M, Vega N, Riou JP, van Gaal L (1998). Depot-specific differences in adipose tissue gene expression in lean and obese subjects.. Diabetes.

[12] Fisher FM, McTernan PG, Valsamakis G, Chetty R, Harte AL (2002). Differences in adiponectin protein expression: effect of fat depots and type 2 diabetic status.. Horm Metab Res.

[13] Yudkin JS, Kumari M, Humphries SE, Mohamed-Ali V (2000). Inflammation, obesity, stress and coronary heart disease: is interleukin-6 the link?. Atherosclerosis.

[14] Lindmark E, Diderholm E, Wallentin L, Siegbahn A (2001). Relationship Between Interleukin 6 and Mortality in Patients With Unstable Coronary Artery Disease: Effects of an Early Invasive or Noninvasive Strategy.. JAMA.

[15] Iacobellis G (2009). Epicardial and Pericardial Fat: Close, but Very Different.. Obesity.

[16] Rosito GA, Massaro JM, Hoffmann U, Ruberg FL, Mahabadi AA (2008). Pericardial Fat, Visceral Abdominal Fat, Cardiovascular Disease Risk Factors, and Vascular Calcification in a Community-Based Sample: The Framingham Heart Study.. Circulation.

[17] Tadros TM, Massaro JM, Rosito GA, Hoffmann U, Vasan RS (2010). Pericardial Fat Volume Correlates With Inflammatory Markers: The Framingham Heart Study.. Obesity.

[18] Ding J, Kritchevsky SB, Harris TB, Burke GL, Detrano RC (2008). The Association of Pericardial Fat With Calcified Coronary Plaque.. Obesity.

[19] Kim TH, Yu SH, Choi SH, Yoon JW, Kang SM (2010). Pericardial Fat Amount Is an Independent Risk Factor of Coronary Artery Stenosis Assessed by Multidetector-Row Computed Tomography: The Korean Atherosclerosis Study 2.. Obesity.

[20] Liu J, Fox CS, Hickson D, Sarpong D, Ekunwe L (2010). Pericardial adipose tissue, atherosclerosis, and cardiovascular disease risk factors: the Jackson heart study.. Diabetes Care.

[21] Greif M, Becker A, von Ziegler F, Lebherz C, Lehrke M (2009). Pericardial adipose tissue determined by dual source CT is a risk factor for coronary atherosclerosis.. Arterioscler Thromb Vasc Biol.

[22] Mazurek T, Zhang L, Zalewski A, Mannion JD, Diehl JT (2003). Human epicardial adipose tissue is a source of inflammatory mediators.. Circulation.

[23] Dutour A, Achard V, Sell H, Naour N, Collart F (2010). Secretory type II phospholipase A2 is produced and secreted by epicardial adipose tissue and overexpressed in patients with coronary artery disease.. J Clin Endocrinol Metab.

[24] Baker AR, Silva NFda, Quinn DW, Harte AL, Pagano D (2006). Human epicardial adipose tissue expresses a pathogenic profile of adipocytokines in patients with cardiovascular disease.. Cardiovasc Diabetol.

[25] Cheng K-H, Chu C-S, Lee K-T, Lin T-H, Hsieh C-C (2008). Adipocytokines and proinflammatory mediators from abdominal and epicardial adipose tissue in patients with coronary artery disease.. Int J Obes (Lond).

[26] Berriz GF, Beaver JE, Cenik C, Tasan M, Roth FP (2009). Next generation software for functional trend analysis.. Bioinformatics.

[27] Holland PW, Booth HAF, Bruford EA Classification and nomenclature of all human homeobox genes.. BMC Biol.

[28] Thanassoulis G, Massaro JM, O'Donnell CJ, Hoffmann U, Levy D (2010). Pericardial fat is associated with prevalent atrial fibrillation: the Framingham Heart Study.. Circ Arrhythm Electrophysiol.

[29] Babcock MJ, Soliman EZ, Ding J, A Kronmal R, Goff DC (2011). Pericardial fat and atrial conduction abnormalities in the Multiethnic Study of Atherosclerosis (MESA).. Obesity (Silver Spring).

[30] Bosy-Westphal A, Kossel E, Goele K, Blocker T, Lagerpusch M (2010). Association of Pericardial Fat With Liver Fat and Insulin Sensitivity After Diet-Induced Weight Loss in Overweight Women.. Obesity.

[31] Gesta S, Blüher M, Yamamoto Y, Norris AW, Berndt J (2006). Evidence for a role of developmental genes in the origin of obesity and body fat distribution.. Proc Natl Acad Sci USA.

[32] Vohl M-C, Sladek R, Robitaille J, Gurd S, Marceau P (2004). A survey of genes differentially expressed in subcutaneous and visceral adipose tissue in men.. Obes Res.

[33] Chang HY (2009). Anatomic demarcation of cells: genes to patterns.. Science.

[34] Rinn JL, Wang JK, Liu H, Montgomery K, van de Rijn M (2008). A systems biology approach to anatomic diversity of skin.. J Invest Dermatol.

[35] Dankel SN, Fadnes DJ, Stavrum A-K, Stansberg C, Holdhus R (2010). Switch from stress response to homeobox transcription factors in adipose tissue after profound fat loss.. PLoS ONE.

[36] Nelken NA, Coughlin SR, Gordon D, Wilcox JN (1991). Monocyte chemoattractant protein-1 in human atheromatous plaques.. J Clin Invest.

[37] Ylä-Herttuala S, Lipton BA, Rosenfeld ME, Särkioja T, Yoshimura T (1991). Expression of monocyte chemoattractant protein 1 in macrophage-rich areas of human and rabbit atherosclerotic lesions.. Proc Natl Acad Sci USA.

[38] Yu X, Dluz S, Graves DT, Zhang L, Antoniades HN (1992). Elevated expression of monocyte chemoattractant protein 1 by vascular smooth muscle cells in hypercholesterolemic primates.. Proc Natl Acad Sci USA.

[39] Schecter AD, Calderon TM, Berman AB, McManus CM, Fallon JT (2000). Human vascular smooth muscle cells possess functional CCR5.. J Biol Chem.

[40] von Hundelshausen P, Weber KS, Huo Y, Proudfoot AE, Nelson PJ (2001). RANTES deposition by platelets triggers monocyte arrest on inflamed and atherosclerotic endothelium.. Circulation.

[41] Veillard NR, Kwak B, Pelli G, Mulhaupt F, James RW (2004). Antagonism of RANTES Receptors Reduces Atherosclerotic Plaque Formation in Mice.. Circ Res.

[42] Gosling J, Slaymaker S, Gu L, Tseng S, Zlot CH (1999). MCP-1 deficiency reduces susceptibility to atherosclerosis in mice that overexpress human apolipoprotein B.. J Clin Invest.

[43] Boring L, Gosling J, Cleary M, Charo IF (1998). Decreased lesion formation in CCR2−/− mice reveals a role for chemokines in the initiation of atherosclerosis.. Nature.

[44] Breland UM, Halvorsen B, Hol J, Øie E, Paulsson-Berne G (2008). A potential role of the CXC chemokine GROalpha in atherosclerosis and plaque destabilization: downregulatory effects of statins.. Arterioscler Thromb Vasc Biol.

[45] Boisvert WA, Rose DM, Johnson KA, Fuentes ME, Lira SA (2006). Up-regulated expression of the CXCR2 ligand KC/GRO-alpha in atherosclerotic lesions plays a central role in macrophage accumulation and lesion progression.. Am J Pathol.

[46] Bechara C, Wang X, Chai H, Lin PH, Yao Q (2007). Growth-related oncogene-alpha induces endothelial dysfunction through oxidative stress and downregulation of eNOS in porcine coronary arteries.. Am J Physiol Heart Circ Physiol.

[47] Mei J, Liu Y, Dai N, Favara M, Greene T (2010). CXCL5 regulates chemokine scavenging and pulmonary host defense to bacterial infection.. Immunity.

[48] Stopeck AT, Nicholson AC, Mancini FP, Hajjar DP (1993). Cytokine regulation of low density lipoprotein receptor gene transcription in HepG2 cells.. J Biol Chem.

[49] Ross R (1999). Atherosclerosis–an inflammatory disease.. N Engl J Med.

[50] Kirii H, Niwa T, Yamada Y, Wada H, Saito K (2003). Lack of Interleukin-1{beta} Decreases the Severity of Atherosclerosis in ApoE-Deficient Mice.. Arterioscler Thromb Vasc Biol.

[51] Reich M, Liefeld T, Gould J, Lerner J, Tamayo P (2006). GenePattern 2.0.. Nat Genet.

[52] Dennis G, Sherman BT, Hosack DA, Yang J, Gao W (2003). DAVID: Database for Annotation, Visualization, and Integrated Discovery.. Genome Biol.

[53] Kanehisa M, Goto S, Furumichi M, Tanabe M, Hirakawa M (2010). KEGG for representation and analysis of molecular networks involving diseases and drugs.. Nucleic Acids Res.

[54] Kanehisa M, Goto S (2000). KEGG: kyoto encyclopedia of genes and genomes.. Nucleic Acids Res.

# Supplementary material for: Pattern Specification and Immune Response Transcriptional Signatures of Pericardial and Subcutaneous Adipose Tissue
**Source:** PLoS One. 2011 Oct 11;6(10):e26092. doi: 10.1371/journal.pone.0026092
**Supplement:** Table S1 — Enriched Gene Ontology categories in SQAT and PCAT.

| # of Genes | P-adjusted | GO ID | GO Category |
| --- | --- | --- | --- |
| ***Upregulated in SQAT*** | | |  |
| 2 | 0.042 | GO:0004332 | fructose-bisphosphate aldolase activity |
| 10 | 0.04 | GO:0051287 | NAD or NADH binding |
| 17 | 0.002 | GO:0016616 | oxidoreductase activity, acting on the CH-OH group of donors, NAD or NADP as acceptor |
| 17 | 0.005 | GO:0016614 | oxidoreductase activity, acting on CH-OH group of donors |
| 21 | 0.002 | GO:0051186 | cofactor metabolic process |
| 20 | 0.008 | GO:0006732 | coenzyme metabolic process |
| 25 | 0.002 | GO:0050662 | coenzyme binding |
| 30 | 0 | GO:0032787 | monocarboxylic acid metabolic process |
| 33 | 0 | GO:0048037 | cofactor binding |
| 21 | 0.016 | GO:0006631 | fatty acid metabolic process |
| 27 | 0.005 | GO:0008610 | lipid biosynthetic process |
| 42 | 0 | GO:0019752 | carboxylic acid metabolic process |
| 42 | 0 | GO:0006082 | organic acid metabolic process |
| 49 | 0.002 | GO:0016491 | oxidoreductase activity |
| 44 | 0.009 | GO:0055114 | oxidation reduction |
| 45 | 0.008 | GO:0044255 | cellular lipid metabolic process |
| 52 | 0.008 | GO:0006629 | lipid metabolic process |
| 85 | 0 | GO:0005739 | mitochondrion |
| 80 | 0.002 | GO:0044248 | cellular catabolic process |
| 85 | 0.004 | GO:0009056 | catabolic process |
| 230 | 0 | GO:0044444 | cytoplasmic part |
| ***Upregulated in PCAT*** | | |  |
| 5 | 0.026 | GO:0042692 | muscle cell differentiation |
| 11 | 0.031 | GO:0009897 | external side of plasma membrane |
| 11 | 0.047 | GO:0046649 | lymphocyte activation |
| 15 | 0.005 | GO:0050865 | regulation of cell activation |
| 14 | 0.009 | GO:0006935 | chemotaxis |
| 14 | 0.009 | GO:0042330 | taxis |
| 13 | 0.048 | GO:0001775 | cell activation |
| 27 | 0 | GO:0048583 | regulation of response to stimulus |
| 24 | 0.005 | GO:0008284 | positive regulation of cell proliferation |
| 39 | 0 | GO:0002376 | immune system process |
| 26 | 0.005 | GO:0006955 | immune response |
| 21 | 0.049 | GO:0002682 | regulation of immune system process |
| 24 | 0.011 | GO:0009605 | response to external stimulus |
| 27 | 0.014 | GO:0005576 | extracellular region |
| 38 | 0 | GO:0042127 | regulation of cell proliferation |
| 26 | 0.032 | GO:0051239 | regulation of multicellular organismal process |
| 32 | 0.017 | GO:0035466 | regulation of signaling pathway |
| 62 | 0.002 | GO:0048522 | positive regulation of cellular process |
| 67 | 0 | GO:0048518 | positive regulation of biological process |
| 44 | 0.046 | GO:0042221 | response to chemical stimulus |

# Supplementary material for: Pattern Specification and Immune Response Transcriptional Signatures of Pericardial and Subcutaneous Adipose Tissue
**Source:** PLoS One. 2011 Oct 11;6(10):e26092. doi: 10.1371/journal.pone.0026092
**Supplement:** Table S2 — Upregulated Homeobox Genes in SQAT and PCAT.

| ***Overexpressed in subcutaneous adipose tissue*** | | | | |
| --- | --- | --- | --- | --- |
|  | Gene | p-value | q-value | Fold Change |
|  | PAX3 | 0.00038 | 0.0524 | 3.84 |
|  | IRX5 | 0.00102 | 0.4747 | 1.76 |
|  | EMX2 | 0.39345 | 0.8208 | 0.36 |
|  | HOXC9 | 0.00538 | 0.1130 | 2.81 |
|  | HOXA10 | 0.00006 | 0.0253 | 3.81 |
|  | IRX3 | 0.01994 | 0.1720 | 2.25 |
|  | IRX1 | 0.00604 | 0.1161 | 2.09 |
|  | HOXB7 | 0.00226 | 0.0900 | 2.24 |
|  | HOXA9 | 0.00009 | 0.0290 | 2.96 |
|  | HOXC6 | 0.00226 | 0.0900 | 2.43 |
|  | SHOX2 | 0.00032 | 0.0463 | 2.75 |
|  | HOXC10 | 0.01330 | 0.1482 | 2.15 |
| ***Overexpressed in pericardial adipose tissue*** | | | | |
|  | Gene | p-value | q-value | Fold Change |
|  | HOXA2 | 0.00149 | 0.0772 | 2.84 |
|  | SATB1 | 0.00497 | 0.1100 | 2.03 |

# Supplementary material for: Pattern Specification and Immune Response Transcriptional Signatures of Pericardial and Subcutaneous Adipose Tissue
**Source:** PLoS One. 2011 Oct 11;6(10):e26092. doi: 10.1371/journal.pone.0026092
**Supplement:** Table S3 — Upregulated Immune Response genes in pericardial adipocytes.

| Gene Symbol | Gene Description | p-value | q-value | Fold Change over sqAds |
| --- | --- | --- | --- | --- |
| CCL4 | Chemokine (C-C motif) ligand 4 | 0.0000 | 0.034 | 2.79 |
| BLNK | B-cell linker | 0.0005 | 0.083 | 2.27 |
| CD28 | CD28 molecule | 0.0007 | 0.097 | 2.26 |
| IGL@ | Immunoglobulin lambda locus | 0.0040 | 0.174 | 2.17 |
| PRG4 | Proteoglycan 4 | 0.0061 | 0.197 | 2.16 |
| CD274 | CD274 molecule | 0.0067 | 0.203 | 2.13 |
| LCP2 | Lymphocyte cytosolic protein 2 | 0.0008 | 0.099 | 2.07 |
| NCF1C | Neutrophil cytosolic factor 1C pseudogene | 0.0015 | 0.129 | 2.04 |
| CXCL1 | Chemokine (C-X-C motif) ligand 1 | 0.0007 | 0.099 | 2.03 |
| CST7 | Cystatin F (leukocystatin) | 0.0073 | 0.206 | 2.02 |
| CCL5 | Chemokine (C-C motif) ligand 5 | 0.0045 | 0.183 | 2.02 |
| SH2D1A | SH2 domain containing 1A | 0.0047 | 0.185 | 2.01 |
| CD8A | CD8a molecule | 0.0034 | 0.167 | 2.00 |
| CD27 | CD27 molecule | 0.0151 | 0.250 | 1.89 |
| SEMA4D | Sema domain, immunoglobulin domain, transmembrane domain and short cytoplasmic domain, 4D | 0.0055 | 0.195 | 1.88 |
| CD83 | CD83 molecule | 0.0054 | 0.194 | 1.88 |
| TNFSF9 | Tumor necrosis factor superfamily, member 9 | 0.0147 | 0.249 | 1.84 |
| POU2AF1 | POU class 2 associating factor 1 | 0.0131 | 0.243 | 1.82 |
| LY9 | Lymphocyte antigen 9 | 0.0141 | 0.247 | 1.81 |
| NCF4 | Neutrophil cytosolic factor 4, 40kDa | 0.0082 | 0.215 | 1.80 |
| CXCL5 | Chemokine (C-X-C motif) ligand 5 | 0.0136 | 0.245 | 1.77 |
| VAV1 | Vav 1 guanine nucleotide exchange factor | 0.0114 | 0.237 | 1.77 |
| CYBB | Cytochrome b-245, beta polypeptide | 0.0071 | 0.205 | 1.72 |
| IL1B | Interleukin 1, beta | 0.0029 | 0.163 | 1.70 |
| C7 | Complement component 7 | 0.0072 | 0.205 | 1.70 |
| IGKC | Immunoglobulin kappa constant | 0.0069 | 0.205 | 1.66 |

# Supplementary material for: Pattern Specification and Immune Response Transcriptional Signatures of Pericardial and Subcutaneous Adipose Tissue
**Source:** PLoS One. 2011 Oct 11;6(10):e26092. doi: 10.1371/journal.pone.0026092
**Supplement:** Table S4 — Expression of core adipocyte function genes in isolated pericardial adipocytes (pcAds) vs. isolated subcutaneous adipocytes (sqAds).

| \| Gene \| Description \| p-value \| q-value \| Fold Change (pcAds / sqAds) \| \| --- \| --- \| --- \| --- \| --- \| \| PLIN1 \| Perilipin 1 \| 0.88 \| 0.98 \| 1.03 \| \| CIDEC \| Cell death-inducing DFFA-like effector c \| 0.03 \| 0.58 \| 0.63 \| \| PPARG \| Peroxisome proliferator-activated receptor gamma \| 0.08 \| 0.64 \| 1.49 \| \| CEBPA \| CCAAT/enhancer binding protein, alpha \| 0.98 \| 1.00 \| 1.01 \| \| CEBPB \| CCAAT/enhancer binding protein, beta \| 0.22 \| 0.75 \| 0.75 \| \| CEBPD \| CCAAT/enhancer binding protein, delta \| 0.58 \| 0.90 \| 0.88 \| \| LPL \| Lipoprotein lipase \| 0.37 \| 0.82 \| 1.27 \| \| LIPE \| Hormone-sensitive lipase \| 0.02 \| 0.57 \| 1.74 \| \| FABP4 \| Fatty acid binding protein 4 \| 0.01 \| 0.55 \| 1.91 \| \| DGAT1 \| Diacylglycerol O-acyltransferase 1 \| 0.92 \| 0.98 \| 1.03 \| \| LEP \| Leptin \| 0.01 \| 0.55 \| 1.78 \| \| CFD \| Adipsin \| 0.14 \| 0.69 \| 1.39 \| \| ADIPOQ \| Adiponectin \| 0.79 \| 0.96 \| 1.06 \| \| UCP1 \| Uncoupling protein 1 \| 0.18 \| 0.72 \| -0.50 \| |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |

How the deposited data were processed for this re-analysis (not part of the article)

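RNA of pericardial adipose tissue (PCAT), subcutaneous adipose tissue (SQAT) and adipocytes isolated from each (pcAds and sqAds) was measured on Affymetrix Human Genome U133 Plus 2.0 arrays. The deposited values are intensities on the linear scale, 1 per probeset, which the authors had normalized before they were deposited. The methods name Robust Multiarray Averaging in GenePattern with quantile normalization and background correction, while the submitters' processing notes name MAS5. The lowest intensity is 6.16 and the highest is 45670, as for Robust Multiarray Averaging values taken out of the log scale. The distributions of the adipocyte and the tissue arrays differ slightly, and it is not stated whether a component had been removed from the values.

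The intensities were quantile normalized over all 50 arrays and taken to log2, probesets were filtered as in the paper's methods (ratio of at least 2 and difference of at least 100 between the highest and the lowest array), and the first principal component was removed. Of 54675 probesets, 62 control probesets and 95 probesets of XIST, TSIX or Y-linked genes were left out. Probesets with several gene symbols (1765) or none (11721) entered the tests of probesets and not those of genes. Each gene was taken at its kept probeset with the highest mean, and 6909 genes had more than 1. Array intensities have no read depth, and their precision is given by the spread between donors.

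Differences were tested with limma 3.58.1 in R 4.3.3, with donors as replicates, at p under 0.05 and an adjusted p under 0.25 as in the paper. Arrays of the same patient and tissue were averaged. Patient numbers in the labels pair samples of the same donor. The mean correlation of the deviations of paired samples was 0.31 between pcAds and sqAds, 0.31 between PCAT and SQAT, 0.40 between pcAds and PCAT and 0.39 between sqAds and SQAT. The main fits have no block, as the paper's methods name none, and fits with the patient as a random or a fixed block were run as alternatives, with statmod 1.5.0. The difference of the depot effect between adipocytes and tissue was tested with the patient as a random block. Gene lists were tested with camera at a preset correlation of 0.01 and an adjusted p under 0.05 over 35 lists, and also with an estimated correlation and with fry. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

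The rule for naming genes, the lists, the comparisons and most alternatives were written before the data were examined, when the values in the paper's tables had been seen. Named are the genes for which the paper gives an array result and 5 genes of its discussion, the 10 genes with the largest differences in each direction of the depot comparisons, and up to 4 members of each list described with the smallest p. The 10 were taken among genes past the threshold with a mean in the higher group above the median of all genes and the same sign in a share of at least 0.75 of the pairs. Alternatives changed the treatment of the first component, the filter, the normalization, a floor at 32, the replicates, the block, the groups in the fit, the moderation, the weights, the arrays, the choice of probeset and the threshold. The fits were tested on simulated data, where changes of 2 on the log2 scale were recovered for 98.5% of genes in PCAT against SQAT, 100% in pcAds against sqAds, 98.5% in pcAds against PCAT and 97.0% in sqAds against SQAT. Of the genes called there, 25.7%, 22.5%, 25.8% and 24.1% had no true difference, against the 25% that the threshold allows. The simulated genes varied independently apart from 1 shared component, with no link between samples of the same patient, so these shares need not hold for the real arrays. The labels give no processing dates, so batches could not be entered in a fit.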

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

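The tests of explanations for the endothelial genes were chosen after the result was seen. The 3 single genes below are among those with the largest depot differences, and the paper does not discuss them.

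The long noncoding RNA CRNDE stood out as a signal outside the genes the paper discusses, with a log2 difference of -3.99 for PCAT minus SQAT and -2.97 for pcAds minus sqAds. EBF2 had 2.00 and 1.25, and TENT5C had 2.12 and 1.62. No explanation was tested for these genes.

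Of 23 mesothelial markers, 8 were higher and 1 was lower in PCAT than in SQAT, with a median log2 difference of 0.20 (adjusted p = 0.0151 from camera, and adjusted p = 0.0908 with an estimated correlation). In pcAds against sqAds 3 of the 23 were higher and 1 was lower, with a median of 0.28 (adjusted p = 0.00458 from camera, and adjusted p = 0.288 with an estimated correlation). Of 7 red blood cell markers, 5 were higher in PCAT and none was lower, with a median of 0.67 (adjusted p = 0.0013 from camera, and adjusted p = 0.327 with an estimated correlation). That list did not pass with the patient as a fixed block (adjusted p = 0.0616). The paper reports on neither list, and no explanation was tested for them.

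Endothelial markers were higher in isolated adipocytes than in whole tissue, for 20 of 26 genes in pcAds against PCAT and 18 of 26 in sqAds against SQAT, with medians of 0.89 and 0.86 (adjusted p = 0.589 and 0.366 with an estimated correlation, which ends the call). Without quantile normalization the median of all genes was 0.11 higher in sqAds than in SQAT and 0.11 higher in pcAds than in PCAT. Among the most abundant markers, chosen after their values were seen, VWF had a mean log2 intensity of 13.27 in pcAds and 12.10 in PCAT, and PECAM1 had 13.43 and 12.88. Of the listed genes, 2 are also in the list of NF-kB targets and 1 among the other homeobox genes. If stromal vascular cells of every kind were more abundant in the isolated fraction than in whole tissue, fibroblast markers would rise alike. Cells that merely stayed with the adipocytes need not raise any marker above tissue, which holds them too, so this comparison cannot exclude them. The endothelial median exceeded the fibroblast median by 0.83 in the pericardial and by 1.10 in the subcutaneous depot. The 95% intervals over resampled genes were 0.50 to 1.15 and 0.76 to 1.29. Over resampled patients they were 0.36 to 1.32 and 0.64 to 1.44. Smooth muscle and pericyte markers leaned the same way, with 4 and 7 of 16 genes higher and medians of 0.43 and 0.45 (adjusted p = 0.142 and 0.00315 from camera, and 0.961 and 0.366 with an estimated correlation), a list that did not pass in the pericardial depot, and vessel cells of several kinds left with the adipocytes stay open. With the patient as a fixed block the smooth muscle and pericyte list passed in the pericardial depot too (adjusted p = 0.00668), and fibroblast and matrix markers were lower in sqAds than in SQAT with a random and a fixed block (medians -0.26 and -0.38, adjusted p = 0.0252 and 1.63e-05). Without a block the fibroblast list did not pass there, at the preset or an estimated correlation. The removal of the first principal component was not the cause, since without it the medians were 0.99 and 1.21 (adjusted p = 1.13e-09 and 1.2e-13 at the preset correlation). Separate processing of adipocyte and tissue arrays cannot be told apart from the difference between the fractions. The log2 intensity below which 0.1% of probesets lie differed by 0.18 between them, and the highest tissue array (3.01) lay below the lowest adipocyte array (3.02). Endothelial cells or their RNA left with the adipocytes may also contribute, and so may the difference between the fractions itself, which was not tested further.

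Other lists leaned the same way, and none passed with an estimated correlation. Immediate early and stress genes were higher in isolated adipocytes for 5 of 29 genes in the pericardial and 9 of 29 in the subcutaneous depot (adjusted p = 0.0443 and 0.00136 from camera, and 0.961 and 0.714 with an estimated correlation). In the pericardial depot 5 of 29 is no larger a share than the 2598 of all 14757 genes higher there. For interferon response genes these were 10 of 31 and 14 of 31 (adjusted p = 0.0443 and 1.2e-05, and 0.961 and 0.481). In the pericardial depot the call was lost under 9 of 20 alternatives for immediate early and 13 of 20 for interferon response genes. Cardiac and skeletal muscle markers were higher for 7 of 13 and 6 of 13 (adjusted p = 0.103 and 0.0486, and 0.589 and 0.366), and in the subcutaneous depot they did not pass with the patient as a random or a fixed block (adjusted p = 0.0612 and 0.177). A response to the isolation of the cells, and cells of other types, stay open for the endothelial markers as well. Between depots, immediate early and stress genes leaned toward the pericardial groups. In pcAds 2 of 29 were higher than in sqAds and 0 lower, with a median of 0.32 (adjusted p = 2.98e-06 from camera, and 0.39 with an estimated correlation). In PCAT 4 of 29 were higher than in SQAT and 0 lower, with a median of 0.43 (adjusted p = 0.000997 from camera, and 0.576 with an estimated correlation).

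For the counts of genes past the threshold, which exceeded those of other splits of the donors, chance can be excluded, with 4638 against at most 2299 in pcAds against PCAT (1 of 100 splits as large, the real one) and 3620 against at most 514 in sqAds against SQAT (1 of 100). Among splits that part as many pairs of the same patient, the highest others were 3318 and 2997 (1 of 100 each). For the number of lists called it cannot, with 95 of 100 splits as large in pcAds against PCAT and 26 of 100 in sqAds against SQAT, so this test does not exclude chance for the endothelial list.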

How the results depend on the processing

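The alternatives that leave out the arrays that stand apart and that enter the 3' to 5' actin ratio were chosen after the data were seen. The others were set before. Where a cause is not named, the cause was not tested.

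Of the values of named genes over the alternatives, 851 in PCAT against SQAT kept their direction and side of the threshold, 22 lost their call and 12 gained one. In pcAds against sqAds the numbers were 883, 31 and 44. In pcAds against PCAT they were 139, 6 and 7, and in sqAds against SQAT 17, 2 and 0. None of these reversed. Of the values of lists, 339 and 270 kept direction and call in PCAT against SQAT and in pcAds against sqAds, 19 and 22 lost their call, 22 and 8 gained one. In pcAds against PCAT 131 kept it, 23 lost it and 6 gained one, and in sqAds against SQAT 100, 16 and 4. None reversed.

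At an adjusted p under 0.05, which by construction calls fewer, 596 probesets and 450 genes passed in PCAT against SQAT, 60 and 52 in pcAds against sqAds, 2794 genes in pcAds against PCAT and 1288 in sqAds against SQAT. Without removal of the first principal component, 1757 probesets and 1301 genes passed in PCAT against SQAT and 333 and 194 in pcAds against sqAds. The correlation of the depot effects fell from 0.714 to 0.50, where swaps of depot no longer exclude chance (5 of 100 as high), and 1 gene passed the test of their difference. With every array its own replicate 790 genes passed in pcAds against sqAds and 1 gene passed the test of the difference. Array quality weights gave 793 genes and 1159 probesets, the actin ratio as a covariate 790 genes, and all 4 groups in one fit 295 genes and 307 probesets.

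With the patient as a random block, 1630 genes and 2665 probesets passed in pcAds against sqAds. A fixed block leaves the pairs only, and with it 447 probesets and 416 genes passed there, and 1567 probesets and 1416 genes in PCAT against SQAT. Among the values given at the claims, the random block changed no call other than those printed there. The fixed block ended the calls printed there, and gave calls to CCL2, EMX2, HOXC8, IL1B, LCP2 and LEP in pcAds against sqAds and to CST7 in pcAds against PCAT.

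With an estimated correlation, camera called 0 lists in PCAT against SQAT, 2 in pcAds against sqAds, 0 in pcAds against PCAT and 0 in sqAds against SQAT, against 18, 17, 3 and 11 at the preset one. Fry called 8 in PCAT against SQAT, 2 in pcAds against sqAds, 3 in pcAds against PCAT and 9 in sqAds against SQAT. In pcAds against PCAT, 5 lists were called without removal of the first component. There 1 list was called with that component as a covariate, with no filter, with all 4 groups in one fit, with the ordinary linear model, with array quality weights, without the arrays that stand apart and with the actin ratio as a covariate.

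The split of calls moved with the normalization when adipocytes were compared with tissue. In pcAds against PCAT, 2598 genes were higher and 2040 lower, against 3425 and 1426 with median centring and 3789 and 1293 with the values as deposited. In sqAds against SQAT the split was 2112 and 1508, against 2961 and 994 and then 3446 and 824. The first principal component held 21.7% of the variance of linear values and 32.8% over adipocyte arrays only. Intensities near background limit weakly expressed genes.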

Differences from the paper's values

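Folds in this part are 2 to the power of the difference in standard deviations of the gene, the scale nearer to the paper's folds, with the fold of the intensities after each. Values are said to differ where one is over 1.5 times the other and, for folds, they are also apart by more than 1 standard error. Alternatives are those set before the data were examined.

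For IRX5 in SQAT over PCAT the paper's fold in Table S2 is 1.76 and the value here 2.95, apart under all 15 alternatives, while the fold of the intensities, 2.36, is not over 1.5 times the paper's. The mean in PCAT, 5.17, is near the 25% quantile of the tissue arrays, 5.10, so neither fold is exact. For EMX2 the paper's Table S2 has 0.36 in a list of genes higher in SQAT, against 1.26 (1.26 for intensities), apart under all 16. Read as a difference and not as a fold, a unit tried after the values were seen, IRX5 has 1.56 in standard deviations (1.24 on the log2 scale) against the paper's 1.76, and EMX2 has 0.33 (0.33) against 0.36, which do not differ. Of the 12 genes of Table S2 tested, 3 lie within 1.5 times the paper's value as differences in standard deviations and 6 on the log2 scale, against 10 as folds and 9 as folds of the intensities, so this unit was not taken for the table. For EMX2 in sqAds over pcAds the paper's Table 2 has 2.65, against 1.71 (1.44 for intensities). It did not differ without removal of the first component, with its removal within each fraction, with it as a covariate, with either block for the patient, and without the pcAds array not drawn in Fig. 1B, and it differed under the other 10 alternatives.

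For Table S4, pcAds over sqAds, the paper's folds are 1.49 for PPARG, 1.74 for LIPE, 1.91 for FABP4 and 1.78 for LEP, against 0.499, 0.851, 0.566 and 0.603 (0.687, 0.908, 0.809 and 0.659 for intensities), and none of 16 alternatives brought them together, while turned to sqAds over pcAds, a direction chosen after the values were seen, they are 2.00, 1.18, 1.77 and 1.66 (1.46, 1.10, 1.24 and 1.52 for intensities) and no longer differ on the standard deviation scale, though for intensities LIPE and FABP4 are still over 1.5 times apart. The paper's folds are 0.75 for CEBPB and 1.39 for CFD, against 1.81 and 0.665 (1.19 and 0.949 for intensities), under each of 15, and against 0.553 and 1.50 turned (0.84 and 1.05 for intensities). CEBPB does not differ turned. CFD, with means of 14.86 and 14.93, lies at the top of the range of the arrays, where 99.9% of probesets are below 14.86. Its fold is therefore not exact. For LPL the paper has 1.27, against 0.645 (0.843 for intensities), which did not differ with the patient as a fixed block and differed under the other 15, and against 1.55 turned (1.19 for intensities), which does not differ. Of the 13 genes tested, 7 differ as the table is labelled and 1 turned on the standard deviation scale. CFD is among the 7, although its fold is not exact. For intensities 6 and 3 are over 1.5 times apart, a weaker contrast. The 1 that differs turned is CIDEC, where the paper has 0.63, against 0.64 as labelled and 1.56 turned (0.707 and 1.41 for intensities). Turned, LIPE differed under 3 of 16 alternatives and PPARG under 1 of 16. The value of UCP1 in Table S4 is negative, which a fold cannot be.

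The paper counts 2284 probesets in PCAT against SQAT, against 4704 here at its thresholds. The counts did not differ without removal of the first component or with the patient as a fixed block, and differed under the other 14 alternatives. The paper draws about 1400 higher in PCAT in Fig. 1C, read by eye, against 2315, which did not differ with no filter, the stricter filter and the ordinary linear model. It draws about 900 higher in SQAT in Fig. 1C, read by eye, against 2389, which did not differ without removal of the first component or with the patient as a fixed block. Each differed under its other alternatives.

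The paper counts 7 chemokines higher in pcAds among its immune response genes, with TNF and IL-1 families included, against 4 at its thresholds from a list of 30 chemokine genes, so the sets are unlike. The count did not differ with no filter, with every array its own replicate and with the patient as a random block, and differed under the other 14 alternatives. The paper's largest and second clusters hold 12 and 10 arrays, against 25 and 1. Both did not differ without removal of the first component, and differed under the other 4 alternatives.

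The paper lists SATB1 as higher in pcAds, where the adjusted p here was 0.528, and EMX2 as higher in sqAds and SQAT, where the adjusted p was 0.386 and 0.7. No alternative called SATB1 in pcAds or EMX2 in PCAT against SQAT. EMX2 passed in adipocytes with the patient as a random block (adjusted p = 0.146) and as a fixed block (0.0637). Of its core genes, which the paper gives as not different, PPARG passed with an adjusted p of 0.225. It did not pass without removal of the first component (0.639), with no filter (0.255), with the patient as a fixed block (0.472), with all 4 groups in one fit (0.374), with the ordinary linear model (0.265) and at an adjusted p under 0.05.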

Other observations

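The tests of the folds, of Table S4, of HOX order, of neighbouring genes with its splits of the donors, of the share of adipocytes, with the intervals over patients, and of the first principal component were chosen after the results were seen. Those of CCL4 and of other splits of the donors were set before. The prediction for RNA quality was also set before, but it uses the actin ratio, a setting added after the data were seen.

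T and NK cell markers leaned toward both pericardial groups, with 20 of 33 higher in PCAT and 6 of 33 in pcAds, and the list did not pass with an estimated correlation (adjusted p = 0.327 in PCAT and 0.282 in pcAds). B and plasma cell markers (15 of 24) and red blood cell markers (5 of 7) were higher in PCAT as well. Neither list passed with an estimated correlation (adjusted p = 0.472 and 0.327). The red blood cell list did not pass with the patient as a fixed block (adjusted p = 0.0616 from camera). Of the T and NK cell genes, 5 are also among the immune response genes the study picked from these samples. Among the most abundant, chosen after their values were seen, TRBC1 had a mean log2 intensity of 10.50 in PCAT and 8.58 in SQAT, and GZMA had 10.19 and 8.79. The T and NK cell median exceeded the endothelial median by 0.96 in PCAT (95% interval over resampled genes 0.75 to 1.24, and over resampled patients 0.36 to 1.91). In pcAds it did so by 0.68 (0.46 to 0.84 and 0.10 to 1.21). Whether a lower share of adipocytes played a part cannot be read from this. Endothelial markers were higher in isolated adipocytes than in whole tissue (medians 0.89 in the pericardial and 0.86 in the subcutaneous depot), so they need not rise as that share falls. Without removal of the first principal component the T and NK cell medians were 1.04 in PCAT and 0.72 in pcAds (adjusted p = 1.83e-13 and 8.37e-15 at the preset correlation). With the 3' to 5' actin ratio as a covariate they were 0.90 and 0.72 (adjusted p = 7.15e-09 and 2.44e-14), so neither step nor RNA quality was the whole cause. More T and NK cells in the pericardial depot may explain the pattern, as a hypothesis found and tested on the same data. Blood left in PCAT, which would bring T, B and red blood cells together, stays open there, and processing dates were not available to test a batch. Neutrophil and mast cell markers, taken as 1 list, did not lean toward PCAT. Of these 14 genes 2 were higher and 4 lower there, with a median of -0.11 (adjusted p = 0.491 from camera). Of 10 thymus and lymphoid tissue markers 4 were higher in PCAT and 0 lower, with a median of 0.47 (adjusted p = 0.123 from camera).

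If T and NK cells left in the fraction carried CCL4, its level among pcAds samples would rise with the mean of the other T and NK cell genes. The Pearson correlation over 14 donors was -0.20 (permutation test, p = 0.496, adjusted p = 0.661 over 4 correlations), Spearman's rho was -0.288 (p = 0.318, adjusted p = 0.63), and without the 2 farthest donors r was -0.00565. With macrophage markers in pcAds r was 0.125 (p = 0.668, adjusted p = 0.668) and rho 0.112 (p = 0.706). In sqAds, over 12 donors, r was 0.263 (p = 0.408) with T and NK cell genes, 0.664 without the 2 farthest donors, and 0.507 (p = 0.0915, adjusted p = 0.366) with macrophage markers. The paper's quantitative PCR found more CCL4 in the pericardial stromal vascular fraction than in pcAds. Which cells gave the CCL4 measured in pcAds stays open.

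Other splits of the donors tested whether chance can be excluded. For the 2735 genes in PCAT against SQAT it can (1 of 100 splits as large, the real one, highest other 1876). For the 4704 probesets there, 2 of 100 splits were as large and the highest other called 5546, more than the real count. Chance is thus not firmly excluded for the probesets. For pcAds against sqAds few splits called as many, with 676 probesets (3 of 100, highest other 4943) and 495 genes (3 of 100, highest other 2230). Some of these called several times the real count, which points to a structure of the samples, so chance is not firmly excluded there. Among splits that part as many pairs, the highest other was 4062 probesets and 2576 genes in tissue and 1224 and 719 in adipocytes. For the number of lists called at the preset correlation chance cannot be excluded, with 18 lists in PCAT against SQAT (7 of 100, highest other 20), 17 in pcAds against sqAds (8 of 100, highest other 20), 3 in pcAds against PCAT (95 of 100, highest other 20) and 11 in sqAds against SQAT (26 of 100, highest other 22). Nor can it for the 904 genes with an unadjusted p under 0.05 for the difference of the depot effects (32 of 100, highest other 2404). For the shared depot effect it can, with a correlation of 0.714 (1 of 100 swaps, highest other 0.563), but not without removal of the first principal component, where it was 0.50 (5 of 100 swaps, highest other 0.574).

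The paper's folds lay nearer to 2 to the power of the difference in standard deviations than to the folds of the intensities. The median over 50 genes of the distance on the first scale minus that on the log2 scale was -0.151 (95% interval -0.224 to -0.0682), and 36 genes were nearer on the first. The folds of the core genes in Table S4 may be given as sqAds over pcAds, since their log2 correlated with the difference pcAds minus sqAds at r = -0.556 over 13 genes, which are not independent replicates (permutation test, p = 0.0473). Spearman's rho was -0.581, r was -0.764 without the 2 farthest, and 12 of 13 went in the opposite direction.

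HOX genes of higher paralog number may be relatively higher in the subcutaneous depot. Across 22 genes, which are not independent, the Spearman correlation of paralog number with the difference PCAT minus SQAT was -0.528 (permutation test, p = 0.0121, adjusted p = 0.0243 over 2 comparisons). For pcAds minus sqAds it was -0.417 (p = 0.0552, adjusted p = 0.0552). In PCAT against SQAT 348 neighbouring pairs of genes were called in the same direction, against a median of 253 in 10000 shuffles of the calls over genes (p = 0.0001, the smallest they can give). Shuffles break the correlation of neighbours between donors. Among as many genes of lowest p, other splits of the donors had a median of 320 pairs and a highest of 367 (9 of 100 as large, and 13 of 100 among splits that part as many pairs of the same patient), so chance cannot be excluded and no shared depot difference of neighbours is put forward.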
